# Transcriptomic analysis of long noncoding RNAs and mRNAs expression profiles in the spinal cord of bone cancer pain rats

**DOI:** 10.1186/s13041-020-00589-2

**Published:** 2020-03-24

**Authors:** Xinran Hou, Yingqi Weng, Qulian Guo, Zhuofeng Ding, Jian Wang, Jiajia Dai, Anqi Wei, Zongbin Song

**Keywords:** Bone cancer pain, Long noncoding RNA, mRNA, High-throughput RNA sequencing

## Abstract

Bone cancer pain (BCP) is one of the most common types of chronic cancer pain and its pathogenesis has not been fully understood. Long non-coding RNAs (lncRNAs) are new promising targets in the field of pain research, however, their involvements in BCP have not been reported. In the present study, we established the BCP model by implantation of Walker 256 carcinoma cells into rats’ tibial medullary cavity and performed transcriptome sequencing of the ipsilateral lumbar spinal cord to explore changes in expression profiles of lncRNA and mRNA. We identified 1220 differently expressed mRNAs (DEmRNAs) (1171 up-regulated and 49 down-regulated) and 323 differently expressed lncRNAs (DElncRNAs) (246 up-regulated and 77 down-regulated) in BCP model, among which 10 DEmRNAs (5 up-regulated and 5 down-regulated) and 10 DElncRNAs (5 up-regulated and 5 down-regulated) were validated the expression by RT-qPCR. Then, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis on the expression of DEmRNAs and DElncRNAs, showing that they were mainly enriched in inflammatory and immunologic processes/pathways. Finally, we constructed a co-expression network and a ceRNA network of DEmRNAs and DElncRNAs to exhibit a potential regulatory mechanism of DElncRNAs, directly regulating protein coding gene expression *in cis* or *in trans* and indirectly regulating protein coding gene expression by sponging miRNA. In conclusion, our study provided a landscape of dysregulated lncRNA and mRNA in spinal cord of bone cancer pain and detected novel potential targets for treatment in the future.

## Introduction

Cancer pain, caused by primary cancer itself or metastases [1], often deteriorates the quality of life of cancer patients, with a prevalence rate of 50.7% in all cancer stages and 66.4% in advanced stage [2]. Bone cancer pain (BCP), in which the majority is caused by metastatic tumors, is the most common type of cancer pain [1]. Clinically, BCP is one of the most intractable pain, with its complex manifestation such as ongoing pain and breakthrough pain [3]. As many as 70% of breast or prostate cancer patients with skeletal metastases would subsequently develop into BCP [4]. Opioid analgesics were considered as the golden standard in the treatment of cancer-related pain, but nonmedical opioid use and potential social disorder in cancer patients complicate the situation [5], besides the direct adverse reactions of opioids. It is of great clinical demand to clarify the underlying mechanism of BCP, thus determining new potential therapeutic targets.

The development of BCP is accompanied by changes in numerous genes expression in the peripheral and central nervous system, which may account for this dysfunctional nociceptive perception [6–8]. Our previous studies have shown that dysregulated HDACs and its potential downstream targets in the lumbar spinal cord contribute to the development of BCP [9, 10]. In fact, endogenous noncoding RNAs are another key regulators to modify the expression of mRNAs or protein targets, thereby contributing to the development of pathologic pain [11].

Long non-coding RNA (lncRNA) is a class of non-coding RNAs with sequence length greater than 200 nucleotides. LncRNAs are proved to be able to regulate the expression of ion channel related genes [12], purinergic receptor related genes [13], etc. in neuropathic pain. Although the pivotal role of lncRNA in neuropathic pain has attracted extensive attention [14, 15], the involvement of lncRNA in BCP pathogenesis has rarely been explored.

Thus, in the present study, we performed transcriptome sequencing of ipsilateral lumbar spinal cord of BCP rats, induced by Walker 256 carcinoma cells inoculation into tibia cavity, to explore changes in expression profiles of lncRNA and mRNA, and functional analysis of differential genes to provide new insights on the mechanism of BCP.

## Materials and methods

### Experimental animals

Female Wistar rats from the experimental animal center of Central South University (Changsha, Hunan, China), were used in all animal experiments. Rats were group housed in clear plastic cages with sawdust bedding with room temperature at 22 ± 2 °C, light/dark cycle of 12/12 h and freely accessible to food and water. All efforts were made to minimize suffering and to reduce the number of animals used to the minimum required for statistical accuracy. All experimental procedures were approved by the Animal Committee of Xiangya Hospital, Central South University and were performed in accordance with the guidelines of the International Association for the Study of Pain (IASP).

### Modeling of bone cancer pain

The rat model of BCP was established by implantation of Walker 256 carcinoma cells into the medullary cavity of the tibia as we previously described [9]. Briefly, Walker 256 breast cancer cell suspension (Dingguo Changsheng, China), syngeneic to Wistar rats, was thawed, rinsed, and then centrifuged at 1000 rpm for 5 min, followed by intraperitoneal inoculation in Wistar rats (weighed 80–100 g). 7–10 days later, malignant ascites was extracted, rinsed, centrifuged and diluted into 1 × 10^7^ cells/mL for inoculation.

Adult Wistar rats (weighed 220–250 g) were anesthetized with intraperitoneal injection of 50 mg/kg phenobarbital sodium. After shaved and disinfected, a 1 cm transverse superficial incision was made in the skin overlying ligamentum patellae, then a 22-gauge needle was used to perforate the bone cortex with entry point at intercondylar eminence. After removal of puncture needle, a 50-μL microsyringe was inserted into the needle hole and 10 μL of Walker 256 cell suspension was injected into the medullary cavity of tibia slowly, while sham-operated rats were injected with heat-killed cancer cells instead. The puncture point was sealed with bone wax and the incision was irrigated with normal saline and interruptedly sutured.

### Radiological and pathological examination of the tibia

To verify the bone destruction caused by tumor inoculation, X-ray radiography image of the left hind limb was obtained at 14 days after BCP modeling. In addition, the left tibia bone tissue was harvested, preserved in 4% paraformaldehyde and decalcified in 10% EDTA for another 21 days. Finally, the tibia was embedded in paraffin, sectioned into 5-μm-thick slice and stained with hematoxylin and eosin (H&E).

### Behavioral test

Mechanical hyperalgesia was measured by von Frey filaments as previously described [9]. In brief, each rat was allowed to acclimate to a Plexiglas box (22 × 12 × 12 cm^3^) with a wire mesh floor for 30 min before test; then, a series of calibrated blunt-pointed von Frey filaments with logarithmically incremental stiffness (ranging from 0.6 g to 26 g) were stabbed perpendicularly against the plantar surface of hind paw with even force. A positive response was defined as rapid paw withdrawal and/or paw flinching accompanied by head turning, biting, or licking upon application of von Frey filament. The incremental von Frey filament would be applied until a positive response aroused. The paw withdrawal mechanical threshold (PWMT) was recorded as the lowest force evoking three positive responses out of five applications. Each rat was tested three times and the data were averaged with the experimenter blind to animal grouping.

### Tissue collection and RNA extraction

On the 14th day posterior to BCP modeling, all rats were deeply anesthetized, followed by decapitation and exsanguination. The lumbar enlargement spinal cord was quickly isolated out, removed the meninges, and dissected longitudinally on ice; then the ipsilateral spinal cord was snap-frozen and preserved in liquid nitrogen. Total RNA was isolated using RNeasy mini kit (Qiagen, Germany) and checked for a RIN (RNA Integrity Number) to inspect RNA integrity by an Agilent Bioanalyzer 2100 (Agilent technologies, USA), followed by purified by RNAClean XP Kit (Beckman Coulter, USA) and RNase-Free DNase Set (QIAGEN, Germany) according to manufacturers’ instructions, respectively.

### Construction of cDNA libraries and high-throughput sequencing

Strand specific libraries were prepared using the TruSeq® Stranded Total RNA Sample Preparation kit (Illumina, USA). Briefly, ribosomal RNA was removed from total RNA by Ribo-Zero rRNA removal beads. Then fragmented RNA was copied into first strand cDNA using reverse transcriptase, followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. After undergoing an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters, cDNA fragments were purified and enriched with PCR to create the final cDNA library followed by quantified with Qubit® 2.0 Fluorometer (Life Technologies, USA) and validated by Agilent 2100 bioanalyzer (Agilent Technologies, USA) to confirm the insert size and calculate the concentration. Cluster was generated by cBot with the library diluted into 10 pM and sequenced on the Illumina HiSeq X-ten (Illumina, USA). The library construction and sequencing were performed at Shanghai Biotechnology Corporation.

### Quantification of gene expression and differential expression analysis

Sequencing raw reads were filtered by Seqtk followed by mapping to the rat Rnor_6.0 reference genome using Hisat2 (version:2.0.4) [16]. Stringtie (version:1.3.0) [17, 18] was used to calculate Fragments Per Kilobase of exon model per Million mapped reads (FPKM) with a reference annotation, then edgeR was used to identify differentially expressed mRNAs (DEmRNAs) and differentially expressed lncRNAs (DElncRNAs) [19], with filter criteria set as *P* < 0.05, false discovery rate (FDR) < 0.05 [20] and fold change (FC) > 2. Gffcompare (version: 0.9.8) was used to predict novel lncRNA not included in NONCODE v5 [21] and Ensembl database. The location of total identified mRNAs and lncRNAs were schematized on rat chromosome karyotype, among which DEmRNAs and DEmRNAs were indicated, with the use of Idiographica [22].

### Real-time quantitative PCR (RT-qPCR)

Total RNA was extracted from the spinal cord sample, purified and quality inspected ibidem. Then, cDNA was synthesized with ReverTra Ace qPCR Kit (TOYOBO, FSQ-101, Japan) according to the manufacturer’s instructions. Real-time fluorescent quantitative PCR was performed on QuantStudio 5 Real-Time PCR System (Applied Biosystems, USA) with total volume of 20 μl containing 10 μl 2X SYBR Green PCR buffer (ABI, 4368708, USA), 1 μl PCR forward primer (10 μM), 1 μl PCR reverse primer (10 μM), 2 μl template and 6 μl nuclease-free water in each reaction. Three-step program for PCR reaction by QuantStudio™ Design & Analysis Software was as follows: 1 cycle for initial denaturation at 50 °C for 2 min and 95 °C for 10 min, then 40 cycles for PCR amplification with denaturation at 95 °C for 15 s, annealing and extension at 60 °C for 1 min, followed by a melting curve analysis. All experiments included no-template controls and all samples were analyzed independently in triplicate. Expression data were normalized to the expression of Gapdh with 2^-ΔΔCt^ method. The sequences of the used primers were listed in Table 1.

**Table 1:** Sequences of primers in RT-qPCR

Gene name	Primer sequences (5′-3′)
Cybb	Forward: ACCCAGATGCAAGAAAGAAACAA
	Reverse: GCAAAGTGATTGGCCTGAGATT
CD74	Forward: CATCTAAGGGACCCCCATTTC
	Reverse: CCTAGATCTCAGAGCCCCACAT
Trpm2	Forward: GAACCAGGGTGGAGGCATCT
	Reverse: TGACCAGCACCTCCAACATC
Ciita	Forward: TGAGCACCAGACAGTGGAGTGT
	Reverse: GAGATGCTCCCAGGATGCA
Anxa3	Forward: CCATGGGAGGGAGAGACAGA
	Reverse: CTGAAGTATCCTCTCCTCCTTTGTG
NONRATT003582.2	Forward: AAATTCTTTAGCTCAGCCCTGCTA
	Reverse: AATGCACGGATCCCATCTTAA
NONRATT004661.2	Forward: GTATTGCGAACAAAGTCCATCCT
	Reverse: GCATCCGCGAGCATGTG
NONRATT007487.2	Forward: AGCCAGTGGGTCACTTGTGTT
	Reverse: TTCTGCTAAAGTCCGGCTGAA
NONRATT026544.2	Forward: CCCTCGTCCCTCTGGTCTATG
	Reverse: GGCTTGCTCAGGGATGCA
NONRATT008764.2	Forward: GAAGAGTGGGCCGAGAACAA
	Reverse: AGGCAGACATCAGACACTGC
Crlf1	Forward: TGCCGGCTAAACTCTGAGGAT
	Reverse: GTGAGCCTCCAGGTCTGCAT
Cdc42ep2	Forward: CCCGCCTCCTCTCCAACTAC
	Reverse: GACCGGTGGGAAGCATACC
Hspa1b	Forward: TGCATGTTCTTTGCGTTTAATCTAA
	Reverse: AGGTGTTCGCAGGAAGGAAA
AABR07031184.1	Forward: TGTCCTTTCACGTGCTTGCT
	Reverse: AGGTGAAAGGCTAAGGCAGACTT
Tnnc2	Forward: CGCATTGACTTCGACGAGTTT
	Reverse: GAACACGAAGACCAGCTCCTTAC
MSTRG.12616.2	Forward: TTCCCAGGCAGCTTCAGACT
	Reverse: AGCGGGTTGGGTCATCAG
MSTRG.13351.2	Forward: CACATTGTATATCTGCGCCACAT
	Reverse: TCAGCCTAGATGCCCAAGAAC
MSTRG.16194.3	Forward: CCAGTGTCAAATGCATGCTCAT
	Reverse: CCTGGTCTCTCCCGCTAGAA
MSTRG.16806.2	Forward: GAAGCGCTTAAGCAAAGTCTCTTC
	Reverse: CGATACTTTCACCAAACTCTTCCTT
MSTRG.29385.15	Forward: TCCACTGGCTCAATCATGTGA
	Reverse: TCCCCAGAAACAGGGATCAA
Gapdh	Forward: TGGCCTCCAAGGAGTAAGAAAC
	Reverse: GGCCTCTCTCTTGCTCTCAGTATC

### Target prediction of DElncRNAs

LncRNA could regulate gene expression *in cis* and *in trans* manner. The potential target coding genes *in trans* were predicted by the sequence similarity of lncRNA and mRNA with BLAST and their complementary energy, which is above the threshold, computed by RNAplex [23]; while the coding genes transcribed within 10 kb upstream or downstream of lncRNA in genomic localization were considered as potential target genes *in cis*.

### Gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis

GO analysis for DEmRNAs and targets of DElncRNAs was performed to construct gene annotations from the perspective of biological process, cellular component and molecular function. GO analysis was accomplished by DAVID Bioinformatics Resources 6.8 with *P* values and FDR used to test the reliability of the analysis [24] and the top 10 terms (according to P value) in each class were presented in bar graph. KEGG pathway analysis was performed to understand the function and interactions among differentially expressed genes and the top 30 pathways were presented in bubble diagram. The enrichment factor was the value ratio between the sequenced gene and all annotated genes enriched in the pathway.

### Cellular expression analysis of DEmRNA and comparative analysis, protein-protein interaction (PPI) network construction and functional enrichment of top 200 DEmRNAs

Based on the expression data reported by Ye Zhang et al. [25], we constructed expression heatmap of DEmRNA among 7 types of cells (i.e., neuron, microglia, astrocytes, oligodendrocyte precursor cell, newly formed oligodendrocyte, myelinating oligodendrocytes, and endothelial cells). The top 200 DEmRNAs (according to *P* value) were selected to compare with the results of another two researches focused on gene expression variation in the spinal cord in rats chronic pain model, with one by microarray assay [26] and the other by RNA-seq assay [27]. The comparative analyses of three datasets were performed by a web-based portal, Metascape [28]. The PPI network between the top 200 DEmRNA-encoded protein was constructed by the online database STRING (v11.0, http://string-db.org/) and visualized by Cytoscape 3.7.1 [29] and was further analyzed by Molecular Complex Detection (MCODE) [30] clustering algorithm to construct subnetwork. The GO biological process and KEGG pathway enrichment of the top 200 DEmRNA were performed and visualized by Metascape [28].

### Co-expression analysis of DElncRNAs/mRNAs

The Pearson correlation coefficient (PCC) of DElncRNAs and DEmRNAs expression value was calculated, and |PCC| > 0.99 and *P* < 0.001 was set as filter to construct co-expression network of DElncRNAs and DEmRNAs, however, there were too many nodes to exhibit. So, we took the intersection of DEmRNAs and target mRNA of DElncRNAs, and constructed a co-expression network of DElncRNAs and the intersectional DEmRNAs and Cytoscape 3.7.1 was used to exhibit the network [29].

### Competing endogenous RNA (ceRNA) analysis of DElncRNAs and DEmRNAs

The possible target binding of lncRNA/mRNA and miRNA was predicted by miRanda, with a maximum binding free energy less than − 20 [31]. In consideration of the scale of the figure, we set the threshold of |PCC| of relative expression value of DElncRNAs and DEmRNAs more than 0.98 to exhibit the network and Cytoscape 3.7.1 was used to exhibit the network [29].

### Statistical analysis

The behavioral test and RT-qPCR data were presented as the mean ± standard deviation (SD). For behavioral test data, repeated measures ANOVA was performed to detect overall differences followed by Bonferroni post hoc analysis for multiple comparisons. For RT-qPCR data, student’s t-test was used to determine the differences between groups. *P* < 0.05 was regarded as statistically significant. GraphPad Prism 8 Software (Graph-Pad, USA) was used for all statistical analyses and statistical graph drawing.

## Results

### Rats developed mechanical hypersensitivity and osteolytic lesions after tumor cells inoculation

There was no significant difference in the PWMT baseline between sham-operated rats and BCP rats; the PWMT of BCP rats declined consistently until 10 days after tumor inoculation and maintained at relatively low level, while PWMT of sham rats remained unchanged. The differences in PWMT between the two groups were significant on day 6, 8, 10, 12 and 14 after modeling (*P* < 0.01 and *P* < 0.001 respectively), indicating the development of mechanical hypersensitivity in BCP rats (Fig. 1a, Additional file 1 Table S1). Radiological and pathological examination of tibia bone demonstrated consistently severe cortical bone destruction and disarrangement of bone trabecula in BCP rats compared with sham-operated rats indicating osteolytic lesions after modeling (Fig. 1b, c).

**Fig. 1:**
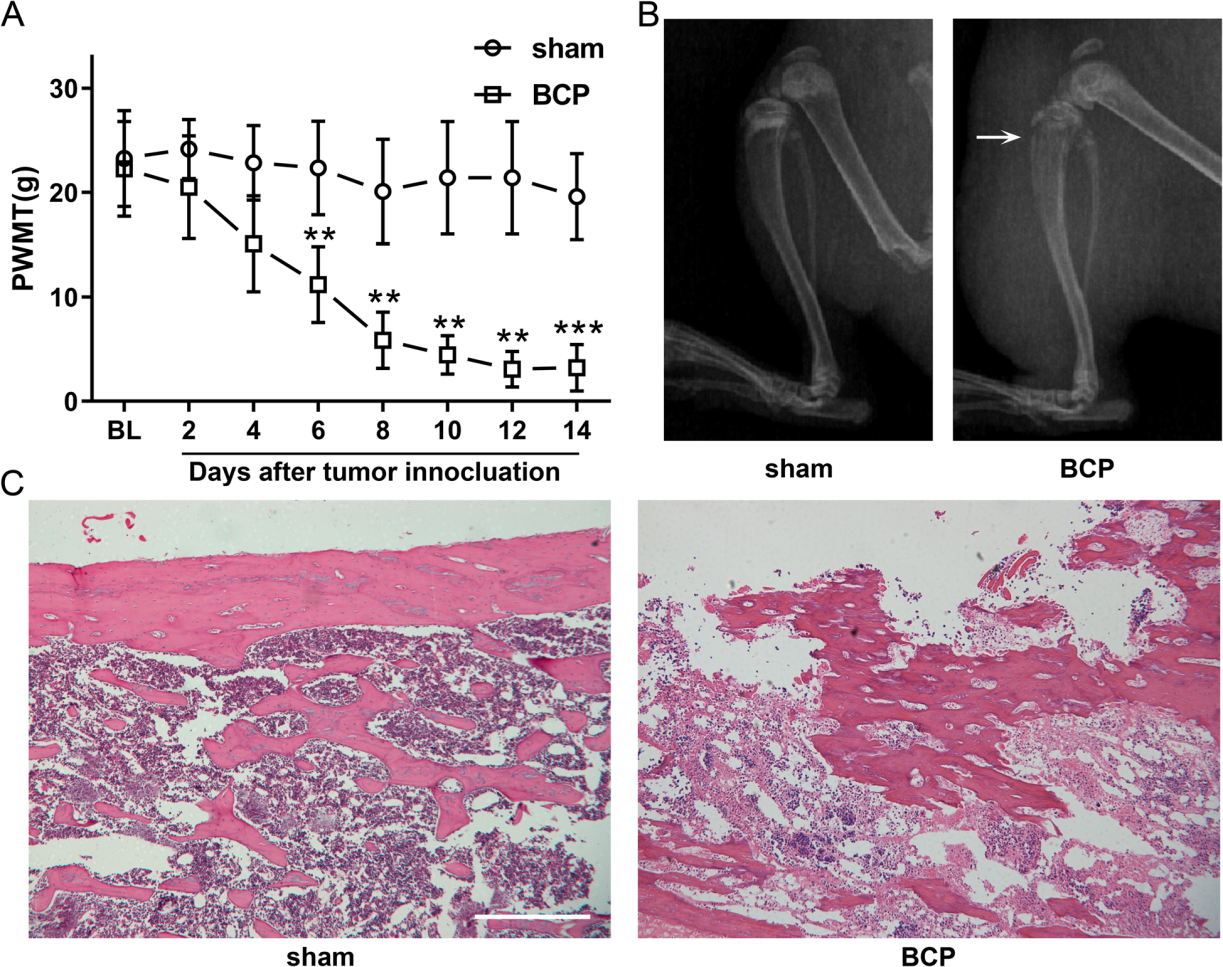
Intratibia inoculation of Walker 256 carcinoma cells caused progressive hyperalgesia and bone destruction. **a**. Mechanical hypersensitivity arose from 6 days after modeling and lasted to the end of behavioral test, while the mechanical threshold of sham-operated rats kept stable. The data are presented as the mean ± SD, **P < 0.01, ***P < 0.001 compared with sham-operated rats at each timepoint; *n* = 6, per group. PWMT, paw withdrawal mechanical threshold; BL, baseline; sham, sham-operated group; BCP, bone cancer pain group. **b**. X-ray examination of left hind paw showed discontinuity and destruction of cortical bone (marked by the arrow) and swelling of soft tissue in proximal tibia of bone cancer pain rats. **c**. Microscopic examination of tibia slices, by HE staining, showed severe destruction and disarrangement of bone trabecula in bone cancer pain rats, scale bar = 500 μm

### Transcriptomic high-throughput sequencing revealed changes in gene expression profiles

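RNA of the ipsilateral side of the lumbar enlargement was sequenced on day 14 after inoculation in 6 libraries, 3 of BCP rats and 3 of sham-operated rats. BCP rats had received 10 μL of a suspension of Walker 256 cells, a rat mammary carcinoma line, into the tibia, and sham-operated rats had received heat-killed cells. The paper gives the inoculum as a concentration and a volume, whereas the labels of the samples give a range of cell numbers. The libraries were strand-specific and depleted of ribosomal RNA, so that transcripts without a poly(A) tail were also sequenced. The authors filtered the reads with Seqtk, mapped them to Rnor_6.0 with Hisat2 and calculated FPKM with Stringtie, and they deposited an unnormalized count and an FPKM value of each gene and each lncRNA transcript in each library. The counts on genes totaled 13366905, 14490611 and 15004290 in sham libraries 1, 2 and 3, and 11779485, 13764758 and 12962115 in BCP libraries 1, 2 and 3. The counts on lncRNAs ranged from 2231298 to 2531114 in the sham libraries (median 2338056) and from 1946315 to 2191034 in the BCP libraries (median 2108866). The paper's mapped reads per library (Table S2) ranged from 64836736 to 81925902, of which the counts on genes made up 18.2% to 18.8%, and the values given here rest on the counts. The paper's text does not name the program that made the counts or whether the counting used strand. The counts of any pair of libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom of 3.60 to 6.30 for genes and 8.25 to 9.01 for lncRNAs. Differential expression was tested with edgeR's quasi-likelihood test on the counts with TMM normalization, after edgeR's filter on low counts had left 14908 genes and 12157 lncRNAs. A gene or lncRNA was called differentially expressed when its p-value adjusted by the Benjamini-Hochberg method was under 0.05 and its log2FC was over 1 in either direction. Normalized counts are given as CPM, scaled to the library total after TMM normalization. The biological coefficient of variation between libraries of a group was 7.72% for genes and 33.4% for lncRNAs, so smaller changes could be detected among genes than among lncRNAs.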

A total of 506,546,810 raw reads were obtained using the Illumina HiSeq X-ten platform and 485,363,772 clean reads were generated after removing adaptor, short fragment reads and other low-quality sequences with clean ratio more than 95% in all samples. After ribosome RNA reads trimmed, 440,181,683 reads were mapped to the rat Rnor_6.0 reference genome among 479,470,030 reads in all with an average mapping rate of 91.8% (Additional file 2 Table S2). The raw data and processed data have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO), with the accession number GSE137326.

In each sample, the gross transcripts were found to be almost equally distributed on all chromosomes (Fig. 2a). 

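Among the counts on genes, chromosome 1 held the largest share in every library, from 10.6% to 10.8% of the counts, followed by chromosome 10 with 8.15% to 8.68%. The smallest share of an autosome lay on chromosome 17, with 1.99% to 2.08%, and the mitochondrial genome held 3.84% to 4.92%. Chromosome Y, on which 1 gene had enough counts to be tested, held between 0.000352% and 0.000465%. On several chromosomes the mean shares of the groups differed by more than the SD within either group, among them chromosome 10 with 8.24% ± 0.103 in the sham libraries and 8.60% ± 0.0956 in the BCP libraries, chromosome X with 4.22% ± 0.116 and 3.91% ± 0.0117, chromosome 20 with 2.76% ± 0.0354 and 3.00% ± 0.0266 and chromosome 2 with 5.87% ± 0.00625 and 5.93% ± 0.00665 (SD, n = 3). On chromosome 18 the shares were 4.08% ± 0.145 and 3.68% ± 0.239 (SD, n = 3).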

Pearson’s correlation coefficient of whole transcripts expression levels among all samples were calculated and visualized by heatmap of inter-sample correlation, demonstrating the obvious difference between BCP and sham-operated rats, but slight difference within each group (Fig. 2b). 

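Pearson's correlation of log10(FPKM + 1) was computed over the 20645 genes with counts in at least 1 library. The coefficient of the 6 pairs of libraries within a group was 0.992 ± 0.000580 (SD), from 0.9917 to 0.9925 among sham libraries and from 0.9913 to 0.9927 among BCP libraries. The 9 pairs between groups gave 0.975 ± 0.00377 (SD), from 0.969 to 0.980, so the lowest coefficient within a group exceeded the highest between groups. The gap between the means was 0.0170, the largest of the 10 ways to divide the libraries into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 against 3 allows). Leaving out the differentially expressed genes moved the gap most, to 0.00398 over 19683 genes.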

In total, 30,957 mRNAs and 22,783 lncRNAs were identified. 

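The deposited gene table listed 30957 genes, of which 10312 had no count in any of the libraries. Small nuclear, nucleolar, ribosomal, 7SK, Y or micro RNAs made up 3945 of the listed genes by their names, and 1261 of these had counts. The lncRNA table listed 22783 transcripts, all with counts in at least 1 library, of which 20148 came from NONCODE, 867 from Ensembl and 1768 from the authors' own assembly. Between 18192 and 18546 genes and between 20960 and 21227 lncRNAs had counts in a single library.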

With the filtering criteria of *P* < 0.05, FDR < 0.05 and fold change > 2, 1220 differently expressed mRNAs (DEmRNAs) (1171 up-regulated and 49 down-regulated) and 323 differently expressed lncRNAs (DElncRNAs) (246 up-regulated and 77 down-regulated) were detected after quantification of gene expression and comparison between the two groups (Fig. 2c). 

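With edgeR's quasi-likelihood test, 946 genes were up-regulated and 16 down-regulated in the BCP libraries, and 139 lncRNAs were up-regulated and 9 down-regulated. Without correction for multiple tests, 5563 genes and 1620 lncRNAs had a p-value under 0.05. The threshold on the fold change moved the number of genes most, since 2352 genes were higher and 1805 lower with an adjusted p-value under 0.05 and no threshold on the fold change. Among the alternatives set in advance, a test against a fold change of 2 moved the number of up-regulated lncRNAs most, to 27, and the fit without a threshold on the fold change moved that of down-regulated lncRNAs most, to 48. On simulated counts with the same library sizes, in which 200 features had been changed, the quasi-likelihood test recovered 98.5% of the changed genes and 84.5% of the changed lncRNAs, and 1.74% of the lncRNAs it called were unchanged. Every planted change was larger than a fold change of 2, and all features of a table were given the same variation. These rates therefore do not measure recovery of changes near the threshold, or false calls among lncRNAs with uneven counts.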

Hierarchical clustering of the expression of mRNA and lncRNA showed obvious discrimination between BCP and sham-operated rats (Fig. 2d, e). 

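Complete-linkage clustering on the correlation distance of log10(FPKM + 1) over all genes with counts placed each of the 6 libraries on the side of its own group. The join between the groups lay 3.55 times as high as the next join, at a distance of 0.0308 against 0.00868. Over all lncRNAs the groups also separated, but the join between them was only 1.10 times as high as the next, which reflects the larger spread between libraries in the lncRNA table. Clustering on the called genes gave a ratio of 4.76 and clustering on the called lncRNAs 6.37, although features called for a difference between the groups must separate them.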

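All the 20 up-regulated mRNAs of Table 2 passed both thresholds in edgeR's quasi-likelihood test, and 11 of its 20 down-regulated mRNAs did. Of the down-regulated mRNAs 14 had enough counts to be tested, and the 3 BCP libraries lay below the 3 sham libraries for 19. Cdc42ep2 on chromosome 1 (221272353 to 221281180, Rnor_6.0) had 974, 304 and 385 counts in the sham libraries and 212, 199 and 275 in the BCP libraries, and its log2FC of -1.19 (standard error 0.63) had an adjusted p of 0.267 in that test. AABR07031184.1 on chromosome 18 had 401, 2 and 357 counts in the sham libraries and 1 in each BCP library, so it was left out by the filter on low counts. Among lncRNAs, 18 of the 20 up-regulated transcripts of Table 3 passed the thresholds, with an assembled lncRNA on chromosome 8 (58637292 to 58641625) at a log2FC of 3.33 (standard error 0.18, adjusted p = 0.000168 by the same test). Of its 20 down-regulated lncRNAs 7 were tested and 3 passed, and for 10 of the 20 at least 1 sham library had 3 or fewer counts. An assembled lncRNA on chromosome 16 (85722254 to 85740881) had 0, 990 and 837 counts in the sham libraries and none in the BCP libraries, and another on chromosome 14 (66037977 to 66050713) had 497, 0 and 1015 counts against none.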

The count and fold change of DEmRNAs and DElncRNAs were visualized by volcano plot (Fig. 2f, g) and the detailed information of top 20 up-regulated and top 20 down-regulated mRNAs and lncRNAs were listed in Table 2 and Table 3. The total identified mRNAs/DEmRNA and lncRNAs/DElncRNA covered location of all chromosomes (Additional file 3 Figure S1 and Additional file 4 Figure S2). These results indicated that tumor inoculation in tibia shifted expression profiles of lncRNA and mRNA in the ipsilateral lumbar spinal cord, which may account for the development of hyperalgesia of BCP rats.

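Called genes lay on chromosomes 1 to 20 and X, 21 chromosomes in all, with 2 further genes on other sequences, and called lncRNAs lay on the same 21 chromosomes. No gene was called on chromosome Y or among the 21 tested mitochondrial genes. Chromosome 20, where the RT1 genes of the major histocompatibility complex lie, held the highest share of called genes, with 60 up-regulated and 1 down-regulated of 439 tested (13.9%), followed by chromosome 17 with 12.2% of 433. The lowest share of a chromosome with calls was 3.47%, on chromosome 12. Chromosome 1 held the most called lncRNAs, 22 of 1503 tested, all up-regulated.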

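The up-regulated genes with the smallest p-values were RT1-Ba, Itgax, Clec7a, RT1-Da and LOC499229, with log2FC between 4.75 and 6.77. RT1-Ba rose from 1.11 ± 0.122 to 121 ± 11.8 CPM (SD, n = 3) and Itgax from 0.499 ± 0.0823 to 34.4 ± 2.01 CPM. The RT1 genes belong to a multigene family, and the counting could have divided their reads. Among the down-regulated genes with the smallest p-values were Hspa1b, Tnnc2, Col14a1 and Mesp2. Col14a1, with a log2FC of -1.02, passed the thresholds in 4 of the 6 fits that each left out 1 library, and Mesp2 in 5. Among the down-regulated lncRNAs, an assembled lncRNA on chromosome 3 (27166506 to 27169797) had 57, 76 and 57 counts in the sham libraries and none in the BCP libraries, at least 19.1-fold lower, whereas NONRATT018957.2 (log2FC -1.75) passed in only 1 of the 6 fits. From the differences between the groups in these profiles, the paper reasons that tumor inoculation in the tibia shifted lncRNA and mRNA expression in the ipsilateral lumbar spinal cord, and it proposes that the shift may account for the hyperalgesia.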

**Fig. 2:**
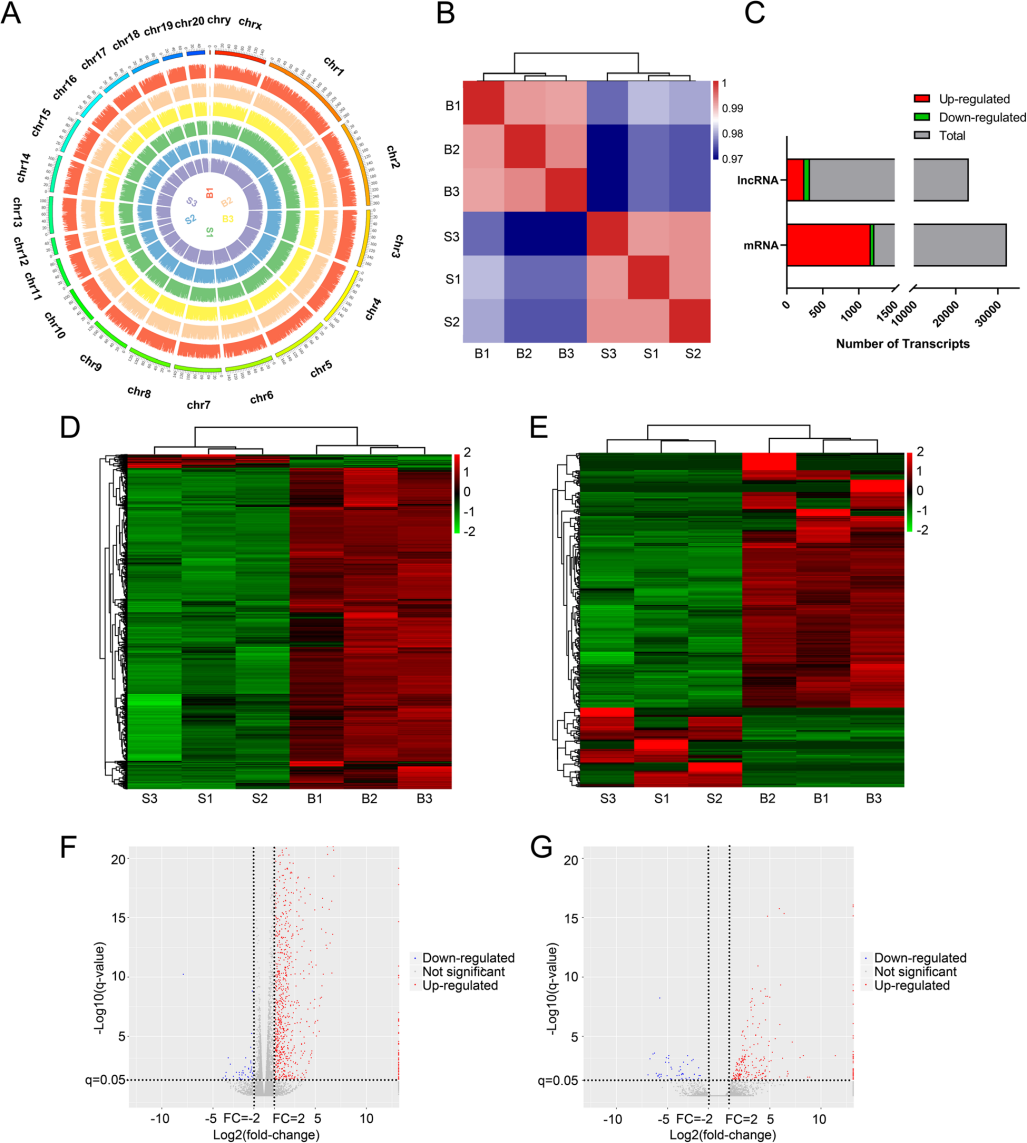
Tumor inoculation caused significant changes in mRNA and lncRNA profile detected by transcriptomic high-throughput sequencing. **a**. Circos plot of genome coverage showed the detected reads were distributed in all chromosomes, similarly in each sample. S1, S2, S3, triplicate sample of the sham-operated group; B1, B2, B3, triplicate sample of bone cancer pain group. **b**. Heatmap of gene expression correlation between each sample. Pearson’s correlation coefficient within the same biological group was high, indicating intra-group consistency, and the coefficient in different groups was low, indicating inter-group variance. **c**. Statistic description of detected transcripts overall and differently expressed, respectively. **d**. Hierarchical cluster analysis of differently expressed mRNA (DEmRNA). The color scale indicates log_10_FPKM and intensity increases from green to red, which indicates down- and up-regulation, respectively. **e**. Hierarchical cluster analysis of differently expressed lncRNA (DElncRNA). ***f****. volcano* plot of DEmRNA, in which vertical lines correspond to 2-fold changes in upregulation or downregulation; horizontal line represents q = 0.05 (*p* value adjusted by FDR); red points refer to up-regulated mRNAs and blue points refer to down-regulated mRNAs. **g**. Volcano plot of DElncRNAs

**Table 2:** The detailed information of top 20 up-regulated and top 20 down-regulated mRNAs

gene name	description	log_2_FC	*P* value
Up-regulated			
RT1-Ba	RT1 class II, locus Ba	6.81	0
Cd74	Cd74 molecule, major histocompatibility complex, class II invariant chain	6.23	0
RT1-Bb	RT1 class II, locus Bb	6.82	0
RT1-Da	RT1 class II, locus Da	6.79	0
Cxcl13	chemokine (C-X-C motif) ligand 13	8.98	3.55E-254
RT1-Db1	RT1 class II, locus Db1	4.74	1.35E-232
Itgax	integrin, alpha X	6.15	3.62E-200
C3	complement component 3	2.98	2.94E-196
Ciita	class II, major histocompatibility complex, transactivator	8.39	2.44E-191
Ncf1	neutrophil cytosolic factor 1	3.65	8.10E-173
Lyz2	lysozyme 2	3.92	1.48E-161
Cxcl16	chemokine (C-X-C motif) ligand 16	3.88	1.53E-160
Clec7a	C-type lectin domain family 7 member A transcript variant 1; Dectin-1; Protein Clec7a	6.85	4.13E-156
Irf8	interferon regulatory factor 8	3.01	7.18E-139
Scin	scinderin	> 10	7.22E-137
Cxcl9	chemokine (C-X-C motif) ligand 9	5.75	5.15E-135
Plek	pleckstrin	3.04	5.72E-132
Ubd	ubiquitin D	6.71	3.27E-131
Ptprc	protein tyrosine phosphatase, receptor type, C	3.46	4.64E-123
Gpnmb	glycoprotein (transmembrane) nmb	2.88	5.98E-123
Down-regulated			
AABR07031184.1	–	−7.84	2.04E-12
Crlf1	cytokine receptor-like factor 1	−1.10	6.20E-11
Hspa1b	heat shock protein 1B	−1.17	3.59E-07
Tnnc2	troponin C type 2 (fast)	−1.26	6.34E-06
F12	coagulation factor XII (Hageman factor)	−3.45	6.14E-05
Mesp2	mesoderm posterior basic helix-loop-helix transcription factor 2	−1.74	6.18E-05
Hif3a	hypoxia inducible factor 3, alpha subunit	−1.25	0.000125375
Hpn	hepsin	−1.25	0.000186518
Agtr1a	angiotensin II receptor, type 1a	−1.01	0.000198987
Slc7a15	solute carrier family 7 (cationic amino acid transporter, y + system), member 15	−3.25	0.000249069
Ascl2	achaete-scute family bHLH transcription factor 2	−1.81	0.00045278
Cdc42ep2	CDC42 effector protein (Rho GTPase binding) 2	−1.15	0.000468742
Alb	albumin	−1.47	0.000614844
Cfap46	cilia and flagella associated protein 46	−1.46	0.000737338
AC096430.2	–	−1.19	0.000745128
AABR07069524.1	–	−2.02	0.00105327
Ripply2	ripply transcriptional repressor 2	−1.22	0.001084151
Ucn	urocortin	<−10	0.001361414
Eln	elastin	−1.31	0.00150543
7SK	7SK RNA	−2.66	0.001521089

**Table 3:** The detailed information of top 20 up-regulated and top 20 down-regulated lncRNAs

LncRNA id	Chromosomal locus	Log_2_FC	*P* value
Up-regulated			
NONRATT029597.2	9:92704937–92718218	> 10	1.13E-20
NONRATT025792.2	7:54213332–54236613	> 10	2.12E-20
NONRATT013483.2	18:56078109–56079084	5.98	3.89E-20
NONRATT013481.2	18:56076008–56076835	6.45	1.40E-19
NONRATT025583.2	7:12490976–12493364	> 10	2.51E-19
NONRATT020861.2	4:152968621–152969931	4.83	3.01E-19
NONRATT008764.2	13:55114409–55116581	3.89	5.05E-15
NONRATT009773.2	14:15253248–15258192	> 10	2.17E-13
NONRATT023930.2	5:172329170–172330108	6.11	2.45E-13
MSTRG.29606.1	8:58637292–58641625	3.35	5.65E-13
NONRATT008238.2	13:51970515–51971438	4.59	6.14E-13
NONRATT013482.2	18:56077434–56080851	> 10	9.18E-13
NONRATT019710.2	3:124458778–124460981	> 10	1.00E-12
NONRATT001368.2	1:215660363–215662507	4.17	1.14E-12
NONRATT022734.2	5:153532201–153533094	4.82	3.52E-12
NONRATT026079.2	7:118911458–118913673	4.66	3.52E-12
NONRATT021744.2	4:163393219–163401090	5.05	4.37E-12
NONRATT007487.2	12:38161648–38162391	3.32	6.42E-12
NONRATT004661.2	10:70310274–70312073	3.29	1.11E-11
NONRATT015068.2	2:55981585–55983021	3.14	1.43E-11
Down-regulated			
MSTRG.29385.15	8:45815956–45825522	<−10	2.59E-24
MSTRG.16806.2	2:156857842–156861509	<−10	1.13E-20
MSTRG.19227.2	3:27166506–27169797	<− 10	5.40E-20
MSTRG.16194.3	2:78174449–78184975	<−10	5.40E-12
MSTRG.13351.2	17:58405803–58485207	−5.70	5.53E-10
NONRATT002487.2	1:87959597–87970073	<−10	6.14E-10
NONRATT020414.2	4:71741571–71746773	<−10	5.21E-09
MSTRG.12616.2	16:85722254–85740881	<−10	2.57E-08
MSTRG.26149.3	6:97231481–97233020	<−10	3.66E-08
MSTRG.9921.3	14:66037977–66050713	<−10	3.84E-08
MSTRG.32467.2	X:13336182–13347008	<−10	6.21E-08
MSTRG.11320.2	15:77416838–77420559	<−10	1.37E-07
NONRATT016515.2	2:183503246–183519420	<−10	8.07E-07
NONRATT016788.2	2:211344017–211344442	−6.21	9.85E-07
NONRATT005011.2	10:97680659–97683273	−6.37	1.41E-06
NONRATT005584.2	10:56339278–56341596	−4.82	1.52E-06
NONRATT005012.2	10:97683239–97684709	−2.98	2.52E-06
MSTRG.4193.2	10:9842392–9844018	−5.06	2.83E-06
NONRATT012007.2	16:54083152–54087424	<−10	3.09E-06
MSTRG.4440.2	10:24800650–24814515	−4.85	3.59E-06

### Validation of expression changes of DElncRNAs and DEmRNAs by RT-qPCR assay

To validate the reliability of sequencing quantification, 10 DEmRNAs (5 up-regulated and 5 down-regulated) and 10 DElncRNAs (5 up-regulated and 5 down-regulated) were selected to undergo RT-qPCR on another batch of samples independent of the ones used for RNA-seq (*n* = 6 per group). As shown in Fig. 3 and Additional file 5 Table S3, quantification by RT-qPCR of all the ten DEmRNAs were consistent with those of RNA sequencing; Class II, major histocompatibility complex, transactivator (Ciita), Cd74, Cytochrome b-245 beta chain (Cybb), Transient receptor potential cation channel, subfamily M, member 2 (Trpm2), annexin A3 (Anxa3) were all significantly up-regulated and AABR07031184.1, cytokine receptor-like factor 1 (Crlf1), heat shock protein 1B (Hspa1b), troponin C type 2 (fast) (Tnnc2), CDC42 effector protein (Rho GTPase binding) 2 (Cdc42ep2) significantly down-regulated. And all the five DElncRNAs, namely NONRATT007487.2, NONRATT003582.2, NONRATT026544.2, NONRATT004661.2, NONRATT008764.2 were up-regulated significantly and four out five DElncRNAs, namely MSTRG.12616.2, MSTRG.13351.2, MSTRG.16806.2, MSTRG.29385.15 were down-regulated, consistent with that of RNA sequencing.

**Fig. 3:**
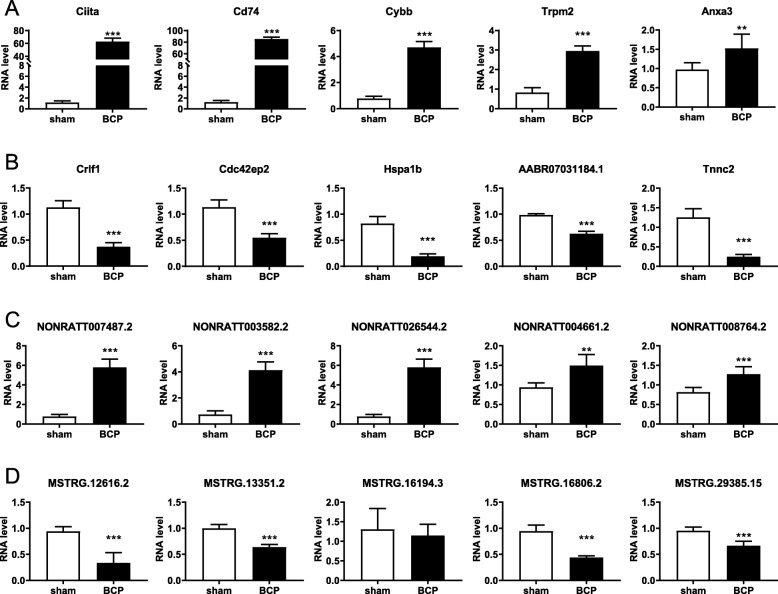
RT-qPCR validation of partial DEmRNAs and DElncRNAs on another batch of samples independent of the ones used for RNA-seq (*n* = 6 per group). **a**. The expression level of up-regulated mRNAs, with gene name on each bar graph. **b**. The expression level of down-regulated mRNAs. **c**. The expression level of up-regulated lncRNAs. **d**. The expression level of down-regulated lncRNAs. **P < 0.01, ***P < 0.001, compared with sham-operated rats

### GO and KEGG analysis of DEmRNAs and DElncRNAs

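The 946 up-regulated and 16 down-regulated genes were compared with the 13335 tested genes that the deposited table annotates with at least 1 GO term, of which 906 were called. A one-sided Fisher's exact test over 4941 terms of 10 to 500 genes found 762 enriched terms with a Benjamini-Hochberg adjusted p-value under 0.05. Of the 351 genes annotated to inflammatory response 107 were called, 4.49 times the share in the background (adjusted p = 6.47e-40). Response to lipopolysaccharide had 77 of 257 genes called, external side of plasma membrane 63 of 166, cell surface 98 of 486 and immunological synapse 14 of 26. Among molecular functions, 26 of 52 genes of cytokine receptor activity, 11 of 16 of chemokine activity and 20 of 32 of peptide antigen binding were called, with adjusted p-values of 1.67e-15, 1.30e-08 and 1.96e-14. Immune response, with 244 of 669 genes called, and receptor activity, with 121 of 699, exceeded the limit on term size, and their p-values adjusted over the list alone, which held the terms the paper names, were 7.37e-120 and 2.88e-22. Within the limit on term size the smallest p-value belonged to positive regulation of immune system process, with 161 of 476 genes called. Called genes are not independent of each other, so these p-values rank terms and do not measure evidence across animals. With all annotated genes as background 1008 GO and KEGG terms were enriched in place of 816.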

GO enrichment analysis of the DEmRNAs showed that the DEmRNAs were mainly enriched in the following biological process (BP) terms: inflammatory response, immune response, response to lipopolysaccharide, and in the following cellular component (CC) terms: external side of plasma membrane, cell surface, immunological synapse, and in the following molecular function (MF) terms: cytokine receptor activity, receptor activity, chemokine activity, peptide antigen binding (Fig. 4a).

**Fig. 4:**
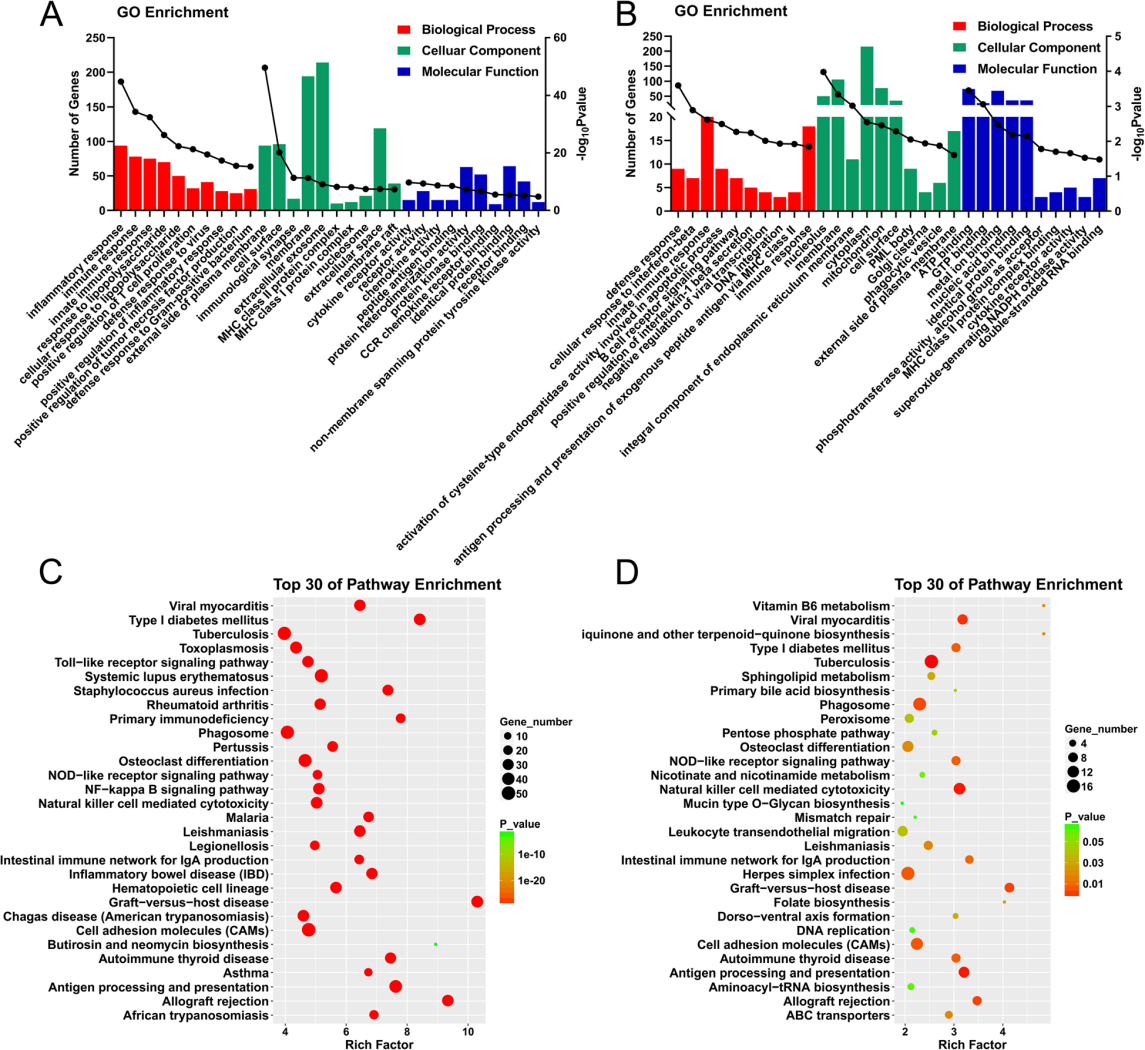
GO enrichment and KEGG enrichment analysis for DEmRNAs and DElncRNAs. **a**. GO enrichment of DEmRNAs showing the top 10 terms (according to *P* value) in three types of GO terms, biological process (shown in red), cellular component (shown in green) and molecular function (shown in blue). **b**. GO enrichment of potential target of DElncRNA. **c**. KEGG enrichment analysis for DEmRNAs showing the top 30 pathways, with the size of bubble indicating the number of enriched mRNAs, the color indicating *p* value and position indicating rich factor. **d**. KEGG enrichment of potential target of DElncRNA

GO analysis of potential target genes of DElncRNAs showed that they were enriched in the following BP terms: defense response, cellular response to interferon-beta, innate immune response, and in the following CC terms: nucleolus, membrane, integral component of endoplasmic reticulum membrane, and in the following MF terms: ATP binding, metal ion binding, nucleic acid binding (Fig. 4b).

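Genes within 10 kb of a lncRNA, the paper's criterion for targets in cis, were used here, and the prediction in trans was not repeated. Of the 8188 tested genes within 10 kb of a tested lncRNA, 177 lay near a called lncRNA, and 164 of these had a GO term. One-sided Fisher's exact tests found 108 of 3656 terms enriched, and 29 of 334 genes of defense response (adjusted p = 3.62e-07) and 14 of 122 genes of innate immune response (adjusted p = 0.000108) lay near a called lncRNA. For nucleolus the share was 9 of 380 genes, 1.06 times the background, and for integral component of endoplasmic reticulum membrane 3 of 52, neither of them past the threshold (adjusted p = 1 and 0.754). Cellular response to interferon-beta, with 1 of 7 genes, and membrane, ATP binding, metal ion binding and nucleic acid binding lay outside the limits on term size. Their p-values adjusted over the list alone were 0.251, 0.0441, 0.458, 0.958 and 0.524. Of the 177 genes near a called lncRNA 97 were called themselves, and in 76 of the 115 pairs of a called lncRNA and a called gene the spans overlapped. Enrichment of immune terms near called lncRNAs is therefore not independent of that among called genes. Genes that share a lncRNA are not independent either, so these p-values only rank terms.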

Similarly, KEGG analysis of these dysregulated genes showed that neglecting apparently unrelated pathways, DEmRNAs were primarily enriched in allograft rejection, antigen processing and presentation, primary immunodeficiency, etc. 

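In the deposited annotation 4816 tested genes had a KEGG pathway, and 441 of them were called. Of 271 pathways 54 were enriched by the same exact test. Allograft rejection had 28 of 35 genes called, 8.74 times the share in the background (adjusted p = 9.49e-22), antigen processing and presentation 36 of 62 (adjusted p = 1.33e-20) and primary immunodeficiency 19 of 25 (adjusted p = 2.87e-14). Graft-versus-host disease had the smallest p-value, with 30 of 36 genes called, and several of the pathways share the genes of the major histocompatibility complex.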

(Fig. 4c); and potential target genes of DElncRNAs were primarily enriched in allograft rejection, antigen processing and presentation, natural killer cell mediated cytotoxicity, etc. 

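Among genes within 10 kb of a called lncRNA, 76 had a KEGG pathway, against 2662 genes within 10 kb of any tested lncRNA. Of 236 pathways 10 were enriched. Antigen processing and presentation had 10 of 38 genes near a called lncRNA (one-sided Fisher's exact test, adjusted p = 1.16e-05) and allograft rejection 4 of 13 (adjusted p = 0.0142). For natural killer cell mediated cytotoxicity the number was 2 of 41, which did not pass the threshold (adjusted p = 1). On chromosome 20, several RT1 genes lay within 10 kb of the same called lncRNA. Genes that share a lncRNA are not independent, so these p-values rank pathways and do not measure evidence across lncRNAs.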

(Fig. 4d). These results also indicated the involvement of extra−/intra-cellular pathways in inflammatory and immunologic process. The overlap between the GO enrichment and KEGG analysis of DEmRNAs and DElncRNAs suggested that there might be many interactions between DEmRNAs and DElncRNAs in the development of BCP.

### The top 200 DEmRNAs were mainly expressed in microglia and interacted extensively

As shown in the expression heatmap of DEmRNA among 7 main types of the cells in central nervous system (Additional file 6 Figure S3), the majority of DEmRNAs, especially the top 200, were highly expressed in microglia, in spite of a few exceptions, indicating the critical role of microglial dysfunction in BCP development. 

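The expression data of the 7 cell types were not analysed here, and lists of marker genes fixed in advance were tested in the 6 libraries instead. The list of 18 tested microglia genes rose with a median log2FC of 1.01, and 9 of its genes were up-regulated past the thresholds. Its mean log2 CPM was 4.05, 3.95 and 3.76 in the sham libraries and 5.05, 4.89 and 5.17 in the BCP libraries (camera with a preset correlation, adjusted p = 1.22e-06). The 9 homeostatic microglia genes, all of them also in that list, rose by a median of 0.43 (adjusted p = 0.0143). Larger rises were found in the MHC class II list, with a median of 6.47, or 5.54 with genes of 3 or fewer counts in each sham library at the lower bound of their fold change, and in the T cell list, with 5.50 or 3.59. The NADPH oxidase list rose by 3.02 and the interferon response list by 1.57. The median of the interferon list ranged from 1.20 to 1.95 when each library was left out in turn. Lower medians were found in the oligodendrocyte list, at -0.36, the neuron list, at -0.18, and the dorsal root ganglion and nerve root list, at -0.51. The lists of astrocytes (median -0.09), oligodendrocyte precursors (-0.08), endothelial cells (-0.08), meninges and fibroblasts (-0.07), monocytes and macrophages (-0.02), skeletal muscle (-0.16) and stress and immediate early genes (-0.16) did not pass the threshold of an adjusted p-value under 0.05. With fry the same number of lists, 11 of 19, passed as with camera, and with the correlation between genes estimated from the data only the MHC class II and T cell lists did (adjusted p = 0.0415 for both).

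**Figure D1:**
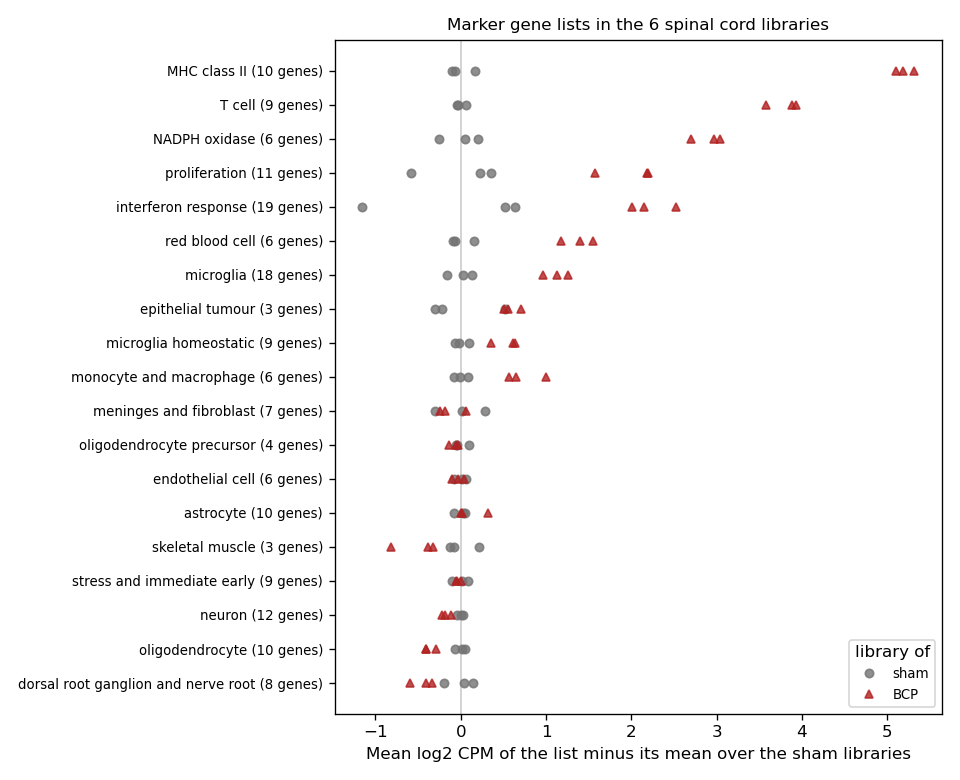
Mean log2 CPM of each marker list in each library, given as the difference from the mean of the 3 sham libraries on the horizontal axis, with circles for sham and triangles for BCP libraries and the number of tested genes beside each list. The 3 BCP libraries lie above the sham libraries for the MHC class II, T cell, NADPH oxidase and microglia lists and below them for the neuron and oligodendrocyte lists.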

By comparison with another two similar researches, 64 DEmRNAs identically overlapped with peer results and much more genes were functionally related (Fig. 5a). 

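The names of the 3 gene lists were taken from Table S4. All 200 names of the top 200 list were found in the gene table, as 202 genes, and 160 of 187 names of the microarray study and 58 of 62 names of the other RNA-seq study were found. Of the top 200 names 63 stood in at least 1 of the other lists, 55 in the microarray list and 26 in the RNA-seq list. In these libraries 101 of the 157 tested genes of the microarray list were up-regulated past the thresholds and 1 was down-regulated, against 6.35% of all tested genes up-regulated (one-sided Fisher's exact test, p = 4.15e-82). Of the RNA-seq list 37 of 52 tested genes were up-regulated and none down-regulated (one-sided Fisher's exact test, p = 4.49e-33), with a median log2FC of 2.20.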

PPI network constructed by the top 200 DEmRNA-coding protein showed extensive interaction among them and four subnetworks were clustered, which may represent more compact functional blocks (Fig. 5b). Functional analysis of these genes showed that they were mainly concentrated in immunological processes/pathways, indicating they were highly involved in the pathogenesis of bone cancer (Fig. 5c, Additional file 7 Table S4).

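Of the 202 genes of the top 200 list, 199 were up-regulated past the thresholds, with a median log2FC of 2.67. With p-values adjusted over the list alone 200 passed, which is not independent evidence, since the paper chose the list on these libraries. Its lowest log2FC was 0.73, and no gene of the list was down-regulated past the thresholds.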

**Fig. 5:**
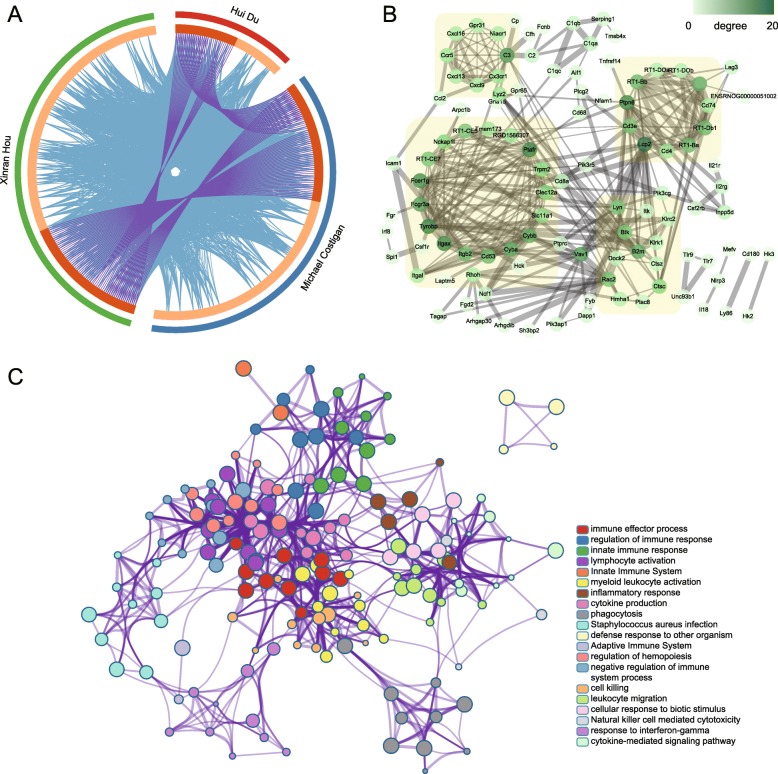
Comparative analysis, Protein-protein interaction (PPI) network and functional enrichment network construction of top 200 DEmRNAs. **a**. The Circos plot showing how genes from the input gene lists overlap, in which on the outside the red arch represents the 58 unique differential genes reported by Hui Du et al., the blue arch representing 173 unique differential genes reported by Michael Costigan et al., and the green arch representing our top 200 unique differential genes; on the inside dark orange color represents the genes that appear in multiple lists and light orange color represents genes that are unique to that gene list; and purple lines link the same genes that are shared by multiple gene lists, blue lines linking the different genes where they fall into the same ontology term (the terms statistically significantly enriched and with size no larger than 100). **b**. PPI network constructed by the top 200 DEmRNA-coding protein. The color scale of the node indicates the number of connectivity with other nodes and the thickness of the edge indicates the combined score of the interaction. The clusters in light yellow frame were the top four subnetworks calculated by MCODE. **c**. Functional enrichment network constructed by nodes representing terms with the best *p* values from each of the 20 clusters, with the constraint that there are no more than 15 terms per cluster and no more than 250 terms in total and edges connecting terms with a similarity > 0.3

### Co-expression analysis of DElncRNAs/mRNAs

A delicate co-expression network was constructed based on DElncRNAs and their potential target DEmRNAs, with 131 lncRNAs, 137 mRNAs and 350 edges (Fig. 6). 

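Over the 148 called lncRNAs and 962 called genes, 142376 pairs were compared, and 9357 pairs of 141 lncRNAs and 801 genes had a Pearson correlation of FPKM over 0.99 in size, 9089 of them positive. The libraries fall into a sham and a BCP cluster, so features called for a difference between the groups correlate through that difference alone. After the group mean of each feature had been subtracted, 816 pairs had a correlation over 0.99, and 387 of the 9357 pairs were among them. With a threshold of 0.98 in place of 0.99, and group means kept, the number was 23562 pairs. The paper's prediction of targets in trans was not repeated.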

Most of DElncRNAs and their trans-regulated DEmRNAs were interweaved with the hub lncRNAs, such as ENSRNOT00000080979, NONRATT012538.2, MSTRG.12616.2, NONRATT026544.2, NONRATT022653.2, NONRATT001625.2, NONRATT017037.2, and the hub mRNAs, such as Cybb, Tap1, Srgn, Ccr5, RT1-DOa, Msn, Dsg3, CD80, CD247, indicating the involvement of inflammatory and immunologic process, oxidative stress and intercellular communication in BCP. 

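Of the 9357 pairs 8754 joined features on different chromosomes. Counted over all chromosomes, NONRATT001625.2 was correlated with 159 genes, NONRATT012538.2 with 97, NONRATT026544.2 with 96, NONRATT022653.2 with 30 and ENSRNOT00000080979 with 7. Of these, NONRATT001625.2 passed the thresholds in 2 and ENSRNOT00000080979 in 3 of the 6 fits that each left out 1 library, and the other 3 in all 6. The assembled hub lncRNA on chromosome 16 and NONRATT017037.2 did not pass the thresholds, the latter with a log2FC of 1.99 (standard error 0.42, adjusted p = 0.0588 by edgeR's quasi-likelihood test). Among the mRNAs, Cybb was correlated with 25 lncRNAs, Msn with 22, Srgn with 20, RT1-DOa and Cd80 with 18 each, Tap1 with 9 and Cd247 with 5. RT1-DOa was at least 25.5-fold and Cd247 at least 12.0-fold higher in the BCP libraries. Msn (log2FC 1.01) passed the thresholds in 2 and Tap1 (log2FC 2.20) in 3 of the 6 fits that each left out 1 library. Dsg3 had no counts in the sham libraries and 1, 12 and 9 in the BCP libraries, too few to be tested. With group means subtracted, Cybb had 2 correlated lncRNAs, RT1-DOa had 1, and Msn, Srgn, Cd80, Tap1 and Cd247 had none. Of the hub lncRNAs, NONRATT001625.2 then had 25 correlated genes, NONRATT026544.2 had 12, NONRATT012538.2 had 8, NONRATT022653.2 had 2 and ENSRNOT00000080979 had 1. The number of such pairs that chance alone would give was not computed.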

Meanwhile, major DElncRNAs and their *cis*-regulated DEmRNAs were separated pairs, except CD74, Pou2f2, Cxcl13, Anxa3, etc. regulated by two or three lncRNAs.

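Within 10 kb of the called lncRNAs 201 pairs with a tested gene were found, and in 115 of them (57.2%) the gene was called too, against 2.70% of the 16106 pairs of lncRNAs that were not called (two-sided Fisher's exact test, p = 4.51e-118). The 115 pairs joined 99 lncRNAs and 97 genes, and 114 had the same sign of the log2FC. In 76 of them the spans of the lncRNA and the gene overlapped, so reads of the gene could have been counted on the lncRNA. Axl had 4 called lncRNAs within this distance, Cd74, Pou2f2 and Ptprc had 3 each and Anxa3 had 2. Pou2f2 on chromosome 1 (81964104 to 82004538) rose with a log2FC of 1.95 (standard error 0.14). Cxcl13 on chromosome 14 (15253125 to 15258207) rose from 0.311 ± 0.0952 to 153 ± 36.3 CPM (SD, n = 3), and NONRATT009773.2, which lies within its span, had 0 counts in the sham libraries and 16, 48 and 82 in the BCP libraries but did not pass the thresholds (adjusted p = 0.105 by edgeR's quasi-likelihood test).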

**Fig. 6:**
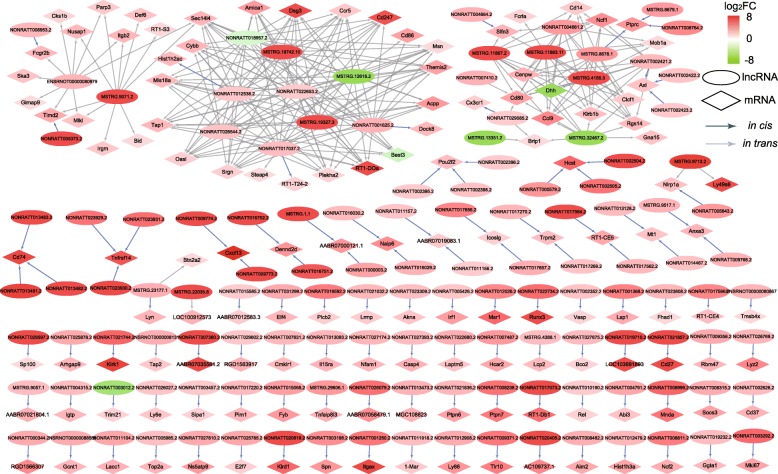
Co-expression network of DElncRNA and their potential target mRNA with 131 lncRNA and 137 mRNA nodes and 350 edges. The color scale indicates log_2_FC, and intensity increases from green to red, which indicates down- and up-regulation, respectively. The ellipse node indicates lncRNA and the rhombus node indicates mRNA. The blue arrow indicates lncRNA regulating mRNA *in cis*, while the gray arrow indicating *in trans*

### Competing endogenous RNA (ceRNA) analysis of DElncRNAs, miRNAs and DEmRNAs

As lncRNA may affect the mRNA translation by sponging miRNA, the ceRNA network was constructed based on sequence similarity, maximum binding free energy and expression consistency, and 34 DElncRNAs, 13 miRNAs and 192 DEmRNAs with 287 edges were finally involved (Fig. 7). The majority of ceRNA pairs may bind competitively the following miRNA, miR-383-3p, miR-146-3p, miR-146-5p, miR483-5p, miR-292-5p, miR-18a-3p, miR-135b-3p, miR-130b-5p, indicating their core roles in the potential ceRNA regulation mechanisms.

**Fig. 7:**
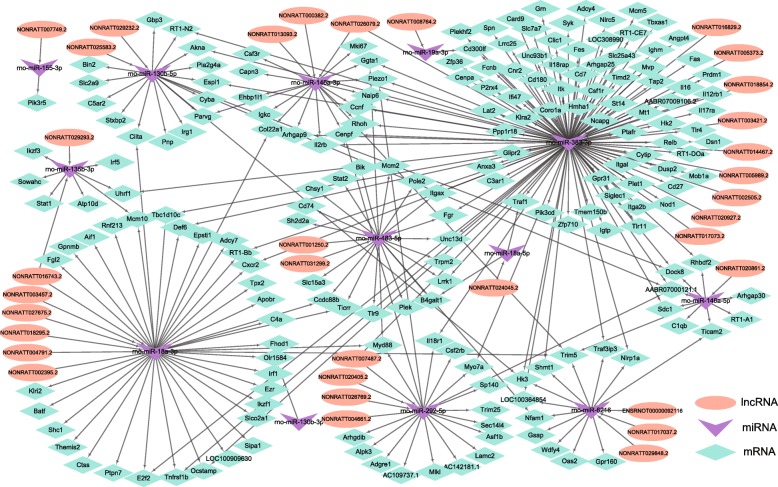
CeRNA network constructed by 34 DElncRNA nodes, 13 miRNA nodes and 192 DEmRNA nodes with 287 edges. The ellipse node indicates lncRNA, while the arrow node indicating miRNA, and the rhombus node indicating mRNA

## Discussion

By high-throughput sequencing of the transcriptome, we found 1220 differently expressed mRNAs (DEmRNAs) (1171 up-regulated and 49 down-regulated) and 323 differently expressed lncRNAs (DElncRNAs) (246 up-regulated and 77 down-regulated) in the lumbar spinal cord of BCP rats established by implantation of Walker 256 carcinoma cells into tibia; then through bioinformatic analysis of differently expressed genes, we found that a considerable proportion of them were highly expressed in microglia and extensively involved in immunological and inflammatory processes/pathways and partial DElncRNAs and DEmRNAs may have direct or indirect regulatory relationship.

As previously reported [32–34], the inoculation of Walker 256 breast cancer cells into medullary cavity of tibia could cause significant bone destruction and BCP response in rats, and could induce microglia and astrocyte activation in the spinal cord. As the site of secondary neuron of pain processing, spinal cord dorsal horn integrates and modulates noxious stimuli signal and extensive molecular, cellular and functional changes occur in cancer bone metastasis conditions. LncRNA could regulate coding genes expression and function [35, 36]; however, researches about their roles in BCP are still rare and limited. Given that the biological function of most lncRNA is still unknown, RNA sequencing of lncRNA and mRNA was performed to obtain a global landscape of gene expression alteration in the present study. Furthermore, bioinformatic analyses were conducted to deduce possible functions and regulatory coding genes of DElncRNAs attempting to finding new interventional targets of BCP.

Functional analysis of DEmRNAs and DElncRNAs indicated that they are primarily involved in inflammatory and immunological responses, represented by Class II major histocompatibility complex transactivator (CIITA) and CD74. It has been reported that robust activation of microglia and astrocytes in the spinal cord in BCP model and inhibition of spinal neuroinflammation could significantly attenuate BCP, probably through the means of AMPK activation [37], reactive oxygen species (ROS) scavenging [38], leucine-rich repeat and pyrin domain containing protein 3 (NLRP3) inhibition [39], etc. The central nervous system (CNS) may be not a completely immunological privileged organ especially in certain pathologic conditions; thus CD8^+^ T cell could infiltrate into the spinal cord in BCP [40], maybe by the structural and functional CNS lymphatic vessels [41]. In our differential expression list, CIITA is a key regulator of MHC II expression, which mediates antigen presentation and the reactivation of CNS-infiltrated encephalitogenic T cells in experimental allergic encephalomyelitis [42] and multiple sclerosis [43]. 

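Ciita on chromosome 10 of Rnor_6.0 (5213350 to 5260608) had 3, 2 and 1 counts in the sham libraries and 448, 750 and 662 in the BCP libraries. Its expression in the BCP libraries was 47.2 ± 8.26 CPM (SD, n = 3), at least 221-fold higher than in the sham libraries, computed against a floor of 3 counts (adjusted p = 1.16e-12 by edgeR's quasi-likelihood test). The gene passed the thresholds with any library left out.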

In the study of BCP, Song, Z. et al. has proved CIITA is upregulated by MEK/ERK/STAT1 axis and facilitates MHC II RT1B expression in microglia of spinal cord [44]. Another immune molecule, CD74, as chaperone that regulates antigen presentation for immune response and cell surface receptor for the cytokine macrophage migration inhibitory factor (MIF), is upregulated in our results. 

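Cd74 on chromosome 18 (56071478 to 56080849) rose from 11.7 ± 2.10 CPM in the sham libraries to 856 ± 33.6 CPM in the BCP libraries (SD, n = 3). Its log2FC was 6.19 (standard error 0.11, adjusted p = 3.16e-09 by edgeR's quasi-likelihood test) and ranged from 6.05 to 6.29 when each library was left out in turn.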

While in the study of formalin-induced inflammatory pain, it was reported that CD74 and MIF were both upregulated in the ipsilateral spinal cord dorsal horn [45]. CD74 also participates in sciatic chronic constriction nerve injury-evoked neuropathic pain by activation of ERK1/2-NMDA receptor and/or -PGE2 cascade [46].

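Cybb, on chromosome X (14578264 to 14612547), rose from 17.2 ± 3.46 CPM in the sham libraries to 86.6 ± 11.1 CPM in the BCP libraries (SD, n = 3), a log2FC of 2.33 (standard error 0.16, adjusted p = 6.00e-05 by edgeR's quasi-likelihood test). Trpm2, on chromosome 20 (11436267 to 11482051), rose from 49.8 ± 6.26 to 194 ± 13.2 CPM (SD, n = 3), a log2FC of 1.96 (standard error 0.09, adjusted p = 4.24e-08). Both differences exceeded the spread between libraries, and every BCP library lay above every sham library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allows). All 6 tested genes of the NADPH oxidase list were up-regulated past the thresholds, among them Ncf1 with a log2FC of 3.60 (standard error 0.13).

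**Figure D2:**
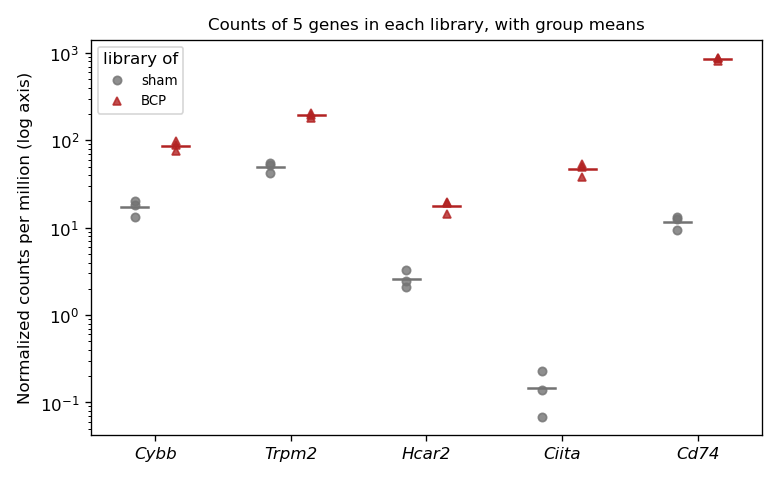
Normalized counts (CPM) of Cybb, Trpm2, Hcar2, Ciita and Cd74 in each library on a log axis, with circles for sham libraries, triangles for BCP libraries and a line at the mean of each group. For each of the 5 genes the 3 BCP libraries lie above the 3 sham libraries.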

We also identified significant upregulation of a series of oxidative stress related genes in BCP, represented by Cytochrome B-245 Beta Chain (CYBB) and Transient Receptor Potential Cation Channel Subfamily M Member 2 (TRPM2). Oxidative stress, which is mainly carried out by reactive oxygen species (ROS) and heightens during inflammation, is involved in the pathogenesis of BCP [38]. As the main sources of ROS in CNS, NADPH oxidase 2 (Nox2) has been proved to play a critical role in nerve injury induced microglial activation in spinal cord and subsequent expression of proinflammatory cytokines in neuropathic pain [47]. As the catalytic subunit of NADPH oxidase complex 2, transcripts of CYBB (gp91phox) are usually used to evaluate the Nox2 level. TRPM2 is a Ca^2+^-permeable nonselective cation channel that is directly activated by free cytosolic ADP-ribose and indirectly activated by ROS such as hydrogen peroxide (H_2_O_2_) [48]. TRPM2 is expressed in peripheral macrophages and spinal microglia and it mediates the pathogenesis of inflammatory and neuropathic pain through the aggravation of pronociceptive inflammatory responses [49]. As a monitor of oxidative stress, TRPM2 is considered as a new target of a spectrum of neuroinflammation associated with CNS disorders, including chronic pain [50].

A few of lncRNAs function have been explored in pain research, such as KCNA2-AS, uc.48+, NONRATT021972, MRAK009713, XIST, CCAT1 [15]; but the function of most lncRNAs remains unknown. We performed GO enrichment and KEGG analysis of potential target genes of DElncRNAs to detect their general biological function, which showed high degrees of consistency with DEmRNAs. Then we constructed co-expression network and ceRNA network to explore the relationship between DElncRNAs and coding genes.

LncRNA could regulate gene expression *in cis*, which influence the expression and/or chromatin state of nearby genes via the sequence-dependent manner (recruiting regulatory factors), transcription and/or splicing of the lncRNA dependent regulatory manner, or functional DNA elements within lncRNA loci [35]. The co-expression network and validated DEmRNAs and DElncRNAs indicated that NONRATT007487.2 may regulate hydroxyl carboxylic acid receptor type 2 (Hcar2) *in cis*, which was recently reported to be involved in neuropathic pain [51]. 

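NONRATT007487.2 lies on chromosome 12 of Rnor_6.0 from 38161648 to 38162391, and Hcar2 lies 102 bp from it, from 38160464 to 38161546. Hcar2 rose from 2.61 ± 0.609 to 17.6 ± 2.99 CPM (SD, n = 3) with a log2FC of 2.77 (standard error 0.19, adjusted p = 7.22e-10 by edgeR's quasi-likelihood test), and the lncRNA rose from 7.35 ± 1.74 to 72.6 ± 13.7 CPM with a log2FC of 3.30 (standard error 0.24, adjusted p = 0.000809). CPM of lncRNAs and of genes were normalized within their own tables and are not on one scale. The correlation of the pair across the 6 libraries was over 0.99, and it was not over 0.99 after the group means had been subtracted.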

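NONRATT013481.2, NONRATT013482.2 and NONRATT013483.2 lie within or across the span of Cd74, the first from 56076008 to 56076835 on chromosome 18. In the sham libraries each of them had 2 or fewer counts, and in the BCP libraries they were at least 29.0-fold, 11.9-fold and 35.0-fold higher. NONRATT017270.2 lies 67 bp from Trpm2, from 11482118 to 11482879 on chromosome 20, and rose with a log2FC of 2.29 (standard error 0.12, adjusted p = 0.000102 by edgeR's quasi-likelihood test). The correlation with Cd74 was over 0.99 for NONRATT013481.2, over 0.98 for NONRATT013483.2 and below both for NONRATT013482.2, and that of NONRATT017270.2 with Trpm2 was over 0.99. None of these correlations exceeded 0.99 with the group means subtracted, and reads of Cd74 could have been counted on the overlapping lncRNAs.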

And CD74 and Trpm2 may be regulated by their adjacent lncRNA shown in the co-expression network. LncRNA could also regulate gene expression *in trans*, which influence gene expression throughout the cell, by regulating chromatin states and distant gene expression (for example, acting as a scaffold), influencing nuclear architecture, directly binding to protein and RNA [35]. The co-expression network and validated DEmRNAs and DElncRNAs suggested NONRATT026544.2 may regulate the expression of Cybb, and NONRATT004661.2 may regulate Ncf1 or ccl9 *in trans*.

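NONRATT026544.2, on chromosome 7 (12763477 to 12764429), rose from 15.2 ± 2.35 to 54.3 ± 11.8 CPM (SD, n = 3), a log2FC of 1.83 (standard error 0.22, adjusted p = 0.00737 by edgeR's quasi-likelihood test). Its correlation with Cybb across the libraries was over 0.98 but not over 0.99. NONRATT004661.2, on chromosome 10 (70310274 to 70312073), rose with a log2FC of 3.27 (standard error 0.34, adjusted p = 0.0114) and passed the thresholds in 4 of the 6 fits that each left out 1 library. Neither its correlation with Ncf1 nor that with Ccl9 was over 0.98. Ccl9 had 0, 1 and 0 counts in the sham libraries and 2, 2 and 9 in the BCP libraries, too few to be tested, and lies 471351 bp from the lncRNA on the same chromosome.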

LncRNA has been acknowledged to sponge miRNA and therefore protect their target mRNAs from repression, called competing endogenous RNA (ceRNA). Those lncRNAs harboring multiple binding sites of identical miRNA are more likely candidates [52, 53]. CeRNA network hints that the upregulated lncRNA NONRATT007487.2 may interact with rno-miR-292-5p or rno-miR-383-3p, NONRATT004661.2 may interact with rno-miR-292-5p, consequently influencing the levels of the downstream mRNA.

However, we have to recognize that the quantification of RNA-seq could be affected by many factors though we proceeded strict quality control in each major step and the results were confirmed by traditional RT-qPCR. Moreover, gene expression fluctuations measured by RNA-seq could be partially reflected by cell population fluctuations (e.g. increase in microglia population in pathological pain [54, 55]), so it is necessary to perform single cell RNA sequencing (scRNA-Seq) or RNA-seq for a certain cell type (sorted by FACS, for example) to investigate gene expression in individual cell types. In addition, these bioinformatic analyses and predictions are theoretical, limited and maybe even controversial [53], therefore rigorous experimental verification is indispensable to obtain accurate conclusions.

To conclude, the sequencing analysis provides a landscape of dysregulated lncRNA and mRNA in the spinal cord of bone cancer pain; and functional analysis indicates differential expressed genes mainly concentrated in inflammatory and immunologic processes. Our present work may provide some insights and lay a foundation for future research to shed light on the pathogenesis of bone cancer pain.

## Supplementary information

**Additional file 1: Table S1.** Average paw withdrawal mechanical threshold (PWMT) of each animal at each timepoint.

**Additional file 2: Table S2.** Statistical data of high-throughput sequencing for six samples.

**Additional file 3: Figure S1.** Total identified mRNAs and differential expressed mRNAs (DEmRNAs) mapped to the rat genome. Total identified mRNAs were marked by blue lines on the left side of chromosomes and DEmRNAs were marked by blue circles on the right side of chromosomes. The idiogram and GC content background data of rn6 rat genome were from Idiographica (Version 2.4) as illustrated in Materials and Methods.

**Additional file 4: Figure S2.** Total identified lncRNA and differential expressed lncRNA (DElncRNA) mapped to rat genome. Total identified lncRNAs were marked by red lines on the left side of chromosomes and DEmRNAs were marked by red triangles on the right side of chromosomes. The idiogram and GC content background data of the rn6 rat genome were from Idiographica (Version 2.4) as illustrated in Materials and Methods.

**Additional file 5: Table S3.** The raw data of RT-qPCR validation assay.

**Additional file 6: Figure S3.** The expression level of differential expressed mRNAs (DEmRNAs) in seven types of cells in central nervous system. Expression heatmap was constructed by our DEmRNA list and relative expression data from research of Ye Zhang et al. as illustrated in Materials and Methods. FPKM, Fragments Per Kilobase per Million.

**Additional file 7: Table S4.** Top 20 clusters with their representative enriched terms (one per cluster).

## Data Availability

Please contact the author for data requests.

## Abbreviations

BCP: Bone cancer pain
ceRNA: Competing endogenous RNA
DElncRNAs: Differently expressed lncRNAs
DEmRNAs: Differently expressed mRNAs
FDR: False discovery rate
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNAs: Long non-coding RNAs
PCC: Pearson correlation coefficient
PWMT: Paw withdrawal mechanical threshold
ROS: Reactive oxygen species
RT-qPCR: Real-time quantitative PCR

How the deposited data were processed for this re-analysis (not part of the article)

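RNA-seq was performed on the ipsilateral lumbar spinal cord of 3 BCP and 3 sham-operated rats on day 14, with 1 library per sample, and each library was assigned to its group and replicate number from the labels of the samples and the names the paper gives them. The authors filtered the reads with Seqtk, mapped them to Rnor_6.0 with Hisat2 and calculated expression with Stringtie against a reference annotation, with lncRNAs from NONCODE, Ensembl and their own assembly. They deposited unnormalized counts of each gene and each lncRNA transcript, and the authors' FPKM values beside the counts. The counter, its use of strand and its treatment of reads with several locations are not named in the paper's text. Dividing the counts by the library's total of gene counts gave a whole gene length for most of the genes' FPKM values, with a lowest share of 87.5% in a library, and the denominators of the lncRNA FPKM were 1.12 times the totals of the gene counts.

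The counts were tested with edgeR 4.0.16 in R 4.3.3. Genes and lncRNAs were fitted separately with TMM normalization over the rows that passed edgeR's filter by expression, a robust quasi-likelihood fit on the condition alone and Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p-value under 0.05 and an absolute log2 fold change over 1, that is, more than 2-fold. The paper names edgeR but not its test, dispersion, filter or normalization. The filter left out 5737 genes and 10626 lncRNAs that had counts. TMM factors ranged from 0.982 to 1.02 for genes and from 0.979 to 1.02 for lncRNAs.

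Sets of genes were tested with camera at a preset correlation and with fry of limma 3.58.1, and DESeq2 1.42.0 was an alternative test. Enrichment was tested with Fisher's exact test on the annotation in the deposited table, against tested genes with at least 1 annotation. The marker lists covered microglia, homeostatic microglia, MHC class II, T cells, B and plasma cells, neutrophils, monocytes and macrophages, red blood cells, astrocytes, neurons, oligodendrocytes, their precursors, endothelial cells, meninges and fibroblasts, skeletal muscle, dorsal root ganglion and nerve root, interferon response, proliferation, epithelial tumour, stress and immediate early genes and NADPH oxidase. Of these 21 lists 19 were tested, and the lists of B and plasma cells and of neutrophils were left out because fewer than 3 of their genes were tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

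The design of each test, the alternatives and the rule for naming genes were set before the data were examined. By that rule the text names genes and lncRNAs that the paper names, members of the marker lists, and in each table the 5 features with the smallest p-values in each direction among those past the thresholds whose libraries do not overlap between groups. Some genes that this rule selects are not reported here. The alternatives were DESeq2, edgeR's exact and likelihood ratio tests, no filter on low counts, at least 10 counts in every library, upper-quartile normalization, library size only, no threshold on the fold change, a test against a fold change of 2, the replicate number as a block, the library sizes of the gene table for lncRNAs, and each library left out in turn. Sensitivity of single features was computed for 49 of the named features, a subset fixed after results had been seen. It leaves out names that occur only in Table 2, in Table 3 or in the marker lists.

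After the values and the paper's numbers had been seen, a search was also run for edgeR settings that give the paper's numbers of differentially expressed genes and lncRNAs. It comprised 41 fits on genes, with 74 counts of calls and 17 filters on rows, and 24 fits on lncRNAs. The search is not part of the design, none of its settings replaces the results given at the claims, and every one of its counts is included in the summary of alternatives.

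The code was tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 features changed by known fold changes. All of these changes exceeded the threshold on the fold change, and all features of a table were given the same variation. The quasi-likelihood test recovered 98.5% of the changed genes of 14916 tested with no unchanged gene called, and 84.5% of the changed lncRNAs of 12317 tested. DESeq2 recovered 97.5% and 80.0%, and 6.43% of the lncRNAs it called were unchanged. A planted term ranked 1 of 4938, and none of 19 random lists passed the threshold of the set test.

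The smallest library had 11779485 counts on genes, so a count of 3, used as the floor for lower bounds of fold changes, is a very small share of any library. Counts are not independent molecules where PCR duplicates were kept, so floors cover counting error only. Prediction of targets in trans, the protein interaction network, the ceRNA network and the expression data of isolated cell types were not analysed here, and neither were the behavioral, radiological and RT-qPCR samples, for which only the paper's own values are given.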

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

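The corrections for gene length and depth and the tests on the proliferation and red blood cell lists were chosen only after the results had been seen, and both lists were singled out after the values of all lists were known, because the paper does not discuss them.

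Besides the few down-regulated genes past the threshold on the fold change, a large number of genes outside those the paper discusses were lower in BCP by a small amount. With an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 1805 genes were lower with a median log2FC of -0.26, and 1789 of them fell by less than 2-fold. The 3 BCP libraries lay below the 3 sham libraries for 97.1% of the 1805 genes, against 10% by chance for groups apart in either direction, but the genes were selected by that difference. The terms with the smallest p-values among them, examined after the pattern had been seen, were axon (130 of 357 genes), synaptic transmission (141 of 441), myelin sheath (72 of 169) and dendrite (126 of 413).

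The number depends on the scaling, but no scaling tried removed the pattern. With library size only, 1257 genes were lower and 2673 higher (68.0% of the calls higher), against 56.6% higher with TMM normalization and 47.1% with upper-quartile normalization, under which 2401 genes were lower. These scalings moved the median log2FC of all tested genes from -0.01 to 0.03 and -0.05. Removing a trend with gene length from each library left 1576 lower genes, and thinning every library to the smallest total left 1741, which argues against length and depth as the whole cause. A change in the proportions of cells in the dissected tissue and a change of expression within cells both remain open, and the design does not separate them.

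The proliferation list of 11 genes, on which the paper does not report, was higher in BCP with a median log2FC of 2.09, and all 11 genes had their BCP libraries above the sham libraries, against 10% of genes by chance for groups apart in either direction. Mki67 rose from 13.6 ± 6.99 to 99.5 ± 25.7 CPM and Top2a from 9.73 ± 4.55 to 47.0 ± 13.7 CPM (SD, n = 3). Scaling was argued against as the cause, since the lowest median under the 3 other scalings was 2.05. The list lay lower in sham 3 (mean log2 CPM 1.35) than in sham 1 and sham 2 (2.16 and 2.29), and its median ranged from 1.80 to 2.24 when each library was left out. The adjusted p was 1.22e-06 with camera at a preset correlation, 0.00955 with fry and 0.275 with camera at an estimated correlation, so the call depends on how the correlation between genes is treated. Dividing microglia, T cells or tumour cells may carry these transcripts, and which of them do was not tested.

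The red blood cell list of 6 tested genes, on which the paper does not report either, was higher in BCP with a median log2FC of 1.34. Its most abundant genes were Hba1 (151 ± 2.45 against 302 ± 75.2 CPM), Hba2 (76.1 ± 4.75 against 197 ± 25.3 CPM) and Hbb (22.2 ± 1.02 against 55.4 ± 7.69 CPM; SD, n = 3), and the hemoglobin genes are paralogs between which the counting could have divided reads. The adjusted p was 1.12e-05 with camera at a preset correlation, 0.00209 with fry and 0.275 with camera at an estimated correlation. The lowest median under the 3 other scalings was 1.31, which argues against scaling. All 6 tested genes had their BCP libraries above the sham libraries (10% of genes by chance in either direction), which is consistent with more blood left in the tissue of the BCP rats, as the paper states exsanguination and its text does not mention perfusion. The red blood cell list rose by 1.40 more than the endothelial cell list in mean log2 CPM (SD 0.174, groups apart), and the endothelial list had a median log2FC of -0.08 and a highest of 0.26, which argues against more vessels as the whole cause. Bleeding and a rise of these transcripts within cells of the tissue were not tested and remain open.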

How the results depend on the processing

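The search for settings that give the paper's numbers was chosen only after the results had been seen.

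The number of up-regulated genes, 946, stayed within 1.5 times under DESeq2 (961), the exact and likelihood ratio tests, no filter (1069), at least 10 counts in every library (649), both scalings and each library left out (880 to 1015). It was 2352 without a threshold on the fold change and 548 with a test against a fold change of 2. The 16 down-regulated genes became 37 without a filter, 6 with at least 10 counts in every library, 1805 without a threshold on the fold change and 0 with a test against a fold change of 2, under which no lower gene passed although 5563 genes had an unadjusted p-value under 0.05 in the test against no change. With each library left out the number ranged from 16 to 33, with 25 without sham 2 and 33 without BCP 1. DESeq2 called 924 of the 946 and 9 of the 16 genes, and the fit with no filter called 933 and all 16. With each library left out, 853 to 916 of the 946 were called again, but of the 16 only 5 without BCP 3, 9 without BCP 2, 10 without sham 3, 11 without sham 1 or sham 2, and all 16 without BCP 1. Fewer genes tested and stricter thresholds account for the lower numbers by construction, and the other causes were not tested.

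The lncRNAs depended more on the test. The 139 up-regulated lncRNAs became 217 with the exact test, 224 with the likelihood ratio test and 27 with a test against a fold change of 2. The 9 down-regulated lncRNAs became 21 with DESeq2, 23 with the exact test, 26 with the likelihood ratio test, 48 without a threshold on the fold change and 2 with a test against a fold change of 2. DESeq2 gave 47 lncRNAs no adjusted p-value, and these are left out of its counts. With each library left out, the up-regulated lncRNAs numbered 47 to 112 and the down-regulated 8 to 18, with 51, 85, 69 and 47 up-regulated without sham 2, sham 3, BCP 2 and BCP 3, and 18, 16 and 17 down-regulated without sham 1, sham 3 and BCP 1. Of the 139, 41 (without BCP 3) to 88 (without sham 1) were called again, and of the 9 down-regulated lncRNAs 1 without sham 2, 3 without BCP 3, 4 without sham 3, BCP 1 or BCP 2 and 6 without sham 1. Fewer libraries enter these fits, and the cause was not tested further. The larger variation and lower counts of lncRNAs limit these calls. In simulated counts, 84.5% of changed lncRNAs were recovered against 98.5% of changed genes, with every planted change larger than the threshold on the fold change.

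The libraries share only a replicate number between groups, and libraries of the same number did not deviate from their group means together, with correlations of -0.110, 0.054 and -0.035 over genes and -0.012, -0.022 and 0.011 over lncRNAs. With the replicate number as a block, 907 genes were up-regulated and 16 down-regulated, 43 lncRNAs were up-regulated and 6 down-regulated, and 11 marker lists passed.

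The enriched terms (816, or 1008 and 808 under the alternatives) and the top 200 list (199, or 200 with DESeq2) stayed within 1.5 times under the alternatives set in advance. The gap between correlations within and between groups, 0.0170, ranged from 0.00398 without the genes past the thresholds to 0.0278 with an FPKM of at least 1 in every library, and its exact p of 0.1 is the smallest the design allows, so the p-value says nothing about stability. The clustering placed all 6 libraries by group in each setting, a measure that cannot show a weaker separation, while the join between groups was 5.01 times as high as the next with linear values, 3.55 times with log values and 1.10 times for lncRNAs. Of the 11 marker lists that passed with camera, 11 lists passed with fry and with each library left out, and 2 with an estimated correlation. The 115 pairs of a called lncRNA and a called gene within 10 kb became 76 with overlapping spans only and 186 within 100 kb, as the distance alone requires. The 9357 co-expressed pairs became 23562 at a correlation over 0.98 and ranged from 10340 to 24375 when each library was left out, the highest without BCP 1, since correlations over fewer libraries pass a threshold more readily; without BCP 2 and BCP 3 they were 22784 and 19654.

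Among 49 named features, 46 stayed on their side of the threshold with DESeq2 and 3 passed newly, and with library size only 48 stayed and 1, Col14a1, no longer passed. With the replicate number as a block 41 stayed, 7 no longer passed and 1 passed newly. Of the 294 results with a library left out, 262 stayed, 30 no longer passed and 2 passed newly, and no feature reversed its direction under any of these alternatives.

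The search, chosen after seeing the data, gave 941 to 1248 up-regulated genes in 70 counts that repeat no planned fit, all within 1.5 times of 946. For down-regulated genes 4 of the 70 counts were within 1.5 times of 16, and the others were 26, 30, 31, 32, 35, 36, 40, 41, 43, 44, 45, 46, 47, 48, 49, 50, 51, 52, 53, 54, 55, 67, 74, 76, 77, 91, 92, 95 and 97. For lncRNAs the 20 counts were 214, 246, 251, 264, 265, 280, 360, 375, 505 or 874 up-regulated and 28, 35, 39, 42, 75, 77, 168, 169, 229 or 473 down-regulated. The highest values came from exact tests on a common dispersion or at a fixed dispersion of 0.01, which disregard the differences in variation between features.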

Differences from the paper's values

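The search for edgeR settings that give the paper's numbers was run only after the values had been seen, as was the comparison with the next lncRNA of Table 3, and the other settings named here were set before the data were examined.

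In the number of down-regulated genes, 16 were found against the paper's 49. Without a filter on low counts the number was 37 and without BCP 1 it was 33, both within 1.5 times of the paper's value, and under the other alternatives it was not. Of lncRNAs, 139 were up-regulated against the paper's 246, and 9 were down-regulated against the paper's 77. DESeq2 (169), the exact test (217), the likelihood ratio test (224) and the fit without a threshold on the fold change (191) came within 1.5 times of 246, and none of the alternatives set before the data were examined came within 1.5 times of 77. The 946 up-regulated genes lie within 1.5 times of the paper's 1171.

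A setting chosen after seeing the values, and picked because it matched, reached the paper's numbers: with TMM normalization, edgeR's common and tagwise dispersions, its exact test and no filter, 246 lncRNAs were up-regulated and 77 down-regulated, and with the same test over the 19691 genes with a total count over 1 and the fold change taken from mean FPKM, 1171 genes were up-regulated and 49 down-regulated. The row filter for genes was picked out of 17, and settings close to it gave 1168 and 48 (all genes with counts), 1171 and 51 (counts in at least 3 libraries) and 1171 and 43 (all genes, library size only, edgeR's own fold change), and 49 down-regulated genes were also found with edgeR's own fold change over all genes with counts, beside 1137 up-regulated; these too were chosen after seeing the values. It shares 946 up-regulated and 15 down-regulated genes and 111 and 7 lncRNAs with the calls reported at the claims. The paper names none of these settings, the match was found by search, and a match of totals does not show that this was the paper's method.

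Of 48 single features with a log2 fold change in the paper's tables that could be compared, 2 differed and none differed in sign. NONRATT005584.2 had a log2FC of -2.95 (standard error 0.48) against the paper's -4.82, and none of the alternatives set before the data were examined closed the gap. NONRATT005012.2 had -5.03 (standard error 1.71) against the paper's -2.98, and it fell within the larger standard errors of the fits without sham 2 (-4.75), sham 3 (-4.53), BCP 1 (-4.54) and BCP 2 (-5.34), but not under the other alternatives that gave it a value. With at least 10 counts in every library it was not tested.

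The log2 ratio of mean FPKM matched the paper's value within 0.05 for 20 of 20 up-regulated mRNAs, 18 of 18 down-regulated mRNAs and 20 of 20 up-regulated lncRNAs. For the down-regulated lncRNAs of Table 3, as the table reads in the text used here, it matched the value given for the same lncRNA in 10 of 20 cases, and it matched the value given for the next lncRNA of the table in 19 of 19. Both features that differed are among these, since the ratio was -2.98 for NONRATT005584.2 and -5.06 for NONRATT005012.2, each the paper's value for the next lncRNA of the table, a comparison chosen after seeing the values.

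The paper lists as down-regulated 9 mRNAs that did not pass the thresholds here. F12, Slc7a15, AABR07069524.1 and Ucn passed without a filter on low counts, and Ascl2 passed without a filter and without sham 2, BCP 1 or BCP 3. AABR07031184.1 passed without sham 2, and Eln passed with DESeq2, with the replicate block and without sham 2. A gene named 7SK, a name with several entries, passed with the exact test, the likelihood ratio test, no filter, no threshold on the fold change and without sham 1. Cdc42ep2 passed under none of the alternatives set before the data were examined. All 9 passed under the setting found by search, which was chosen after seeing the values.

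Of the up-regulated lncRNAs, NONRATT009773.2 and NONRATT021744.2 passed with DESeq2, the exact test and the likelihood ratio test, the former also without BCP 1 and the latter without sham 1. Of the down-regulated lncRNAs, the assembled transcripts starting at 45815956 on chromosome 8 and at 78174449 on chromosome 2 passed with the same tests, and the former also with the replicate block and without sham 1. NONRATT005011.2 passed with DESeq2, the likelihood ratio test and without sham 1, and NONRATT005012.2 with DESeq2 and the replicate block. NONRATT020414.2, NONRATT016515.2, NONRATT012007.2 and the assembled transcripts starting at 85722254 on chromosome 16 and at 97231481 on chromosome 6 passed without sham 1, and NONRATT002487.2 and NONRATT016788.2 without sham 3. The assembled transcripts starting at 58405803 on chromosome 17, 66037977 on chromosome 14, 13336182 on chromosome X, 77416838 on chromosome 15, and 9842392 and 24800650 on chromosome 10 passed under none of the alternatives set before the data were examined. All of these lncRNAs passed under the setting found by search, chosen after seeing the values.

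The paper selected NONRATT003582.2 for RT-qPCR as an up-regulated lncRNA, and its log2FC of 2.86 had an adjusted p of 0.0623 by edgeR's quasi-likelihood test, with a range of 0.0196 to 0.220 when each library was left out. The paper names the assembled lncRNA on chromosome 16, NONRATT017037.2 and Dsg3 as hubs of its network, and none of them passed the thresholds here. NONRATT003582.2 passed with DESeq2, the exact test, the likelihood ratio test and without sham 3, NONRATT017037.2 with the exact test and the likelihood ratio test, and Dsg3 and Ccl9, which the paper also names, without a filter on low counts. All 4 passed under the setting found by search, chosen after seeing the values. The paper counts 64 DEmRNAs shared with the other studies, and 63 names were shared in the lists of Table S4, which stand for 64 tested genes. The paper names NONRATT026544.2 with Cybb, and NONRATT004661.2 with Ncf1 and Ccl9, as pairs of its co-expression network, and their correlations were not over 0.99 here. Nucleolus and natural killer cell mediated cytotoxicity, which the paper names for the targets of lncRNAs, were not enriched among genes within 10 kb, with 9 of 380 and 2 of 41 genes.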

Other observations

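The counts over other splits of the libraries for genes and lncRNAs, the comparisons without Aqp4, Gfap and Slc1a3 and those with the other isoforms of a gene were chosen only after the results had been seen, and the other tests in this part were chosen before.

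Among the 10 splits of the 6 libraries into groups of 3, only 1, the real one, gave as many up-regulated genes, and likewise as many down-regulated genes. The other 9 splits gave at most 1 called gene in all. Each of these splits has both conditions in both groups, so the difference between the conditions adds to the spread within groups. Few calls follow from that, here and in the counts below. For lncRNAs the real split was again the only 1 of the 10 with as many calls in either direction, but the others gave 4 to 12 called lncRNAs. No other split gave an enriched term or a called gene of the top 200 list. For the marker lists 1 of the 10 splits gave as many as 11 lists, and other splits, each of which keeps a part of the difference between the conditions, gave up to 10. A share of 1 in 10 is the smallest that 3 against 3 allows, so a chance division cannot be excluded by this count alone. The 946 up-regulated genes, however, each passed an adjusted p-value under 0.05 in a test against the spread between libraries of a group. That number argues against chance variation between libraries as the source of these genes as a set. Genes are not independent of each other, however, so the 946 do not count as separate results.

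The immune lists were weighed against other sources of their transcripts. The T cell list rose by 2.42 more than the red blood cell list in mean log2 CPM (SD 0.179 between libraries, groups apart), which argues against blood left in the tissue as the whole source. The epithelial tumour list, with 3 of 9 genes tested, had a median log2FC of 0.82 and did not pass (adjusted p = 0.446), and Erbb2, Krt18 and Muc1 had at most 3.31 CPM in either group, so tumour cells cannot be told apart at this depth. The MHC class II list rose by 4.67 more than the homeostatic microglia list (SD 0.183), which argues against more microglia of an unchanged state as the whole source, and is consistent with a change of state of microglia, with entry of other cells that express these genes, or with both. Which cells carry the transcripts was not tested.

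The oligodendrocyte list fell by more than the neuron and astrocyte lists. If added immune cells only diluted the tissue, the lists would fall alike, but the oligodendrocyte list minus the neuron list changed by -0.19 in mean log2 CPM (SD 0.0973, groups apart) and minus the astrocyte list by -0.48 (SD 0.132, groups apart). The astrocyte list holds Aqp4, which was high in BCP 1 alone, and Gfap and Slc1a3, whose BCP libraries lay above the sham libraries (log2FC 0.80 and 0.66), and the second difference was -0.39 (SD 0.135) without Aqp4, -0.29 (SD 0.143) without Aqp4 and Gfap and -0.17 (SD 0.0561) without all 3 genes, with the groups still apart. This argues against dilution as the whole cause, although the first difference is small, as is the second without these genes. A different share of white matter in the dissected tissue may also lower the list and was not tested.

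The lncRNAs past the thresholds lay beside genes past the thresholds. Of 216 tested lncRNAs that overlap such a gene 33.8% passed, against 9.85% of 264 that lie within 10 kb of one without overlap (two-sided Fisher's exact test, p = 9.98e-11) and 0.420% of 11677 others. Reads of the gene counted on an overlapping lncRNA may explain part of this, and regulation shared by the lncRNA and the gene is not excluded. The lncRNAs near a gene without overlap also passed more often than the others, which reads within the annotated span of the gene alone need not give. Overlap was judged on annotated spans, so reads of a gene beyond its annotated span are not excluded for these lncRNAs.

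Several down-regulated lncRNAs had most of their counts in 1 or 2 sham libraries. For 13 of 13 assembled lncRNAs with more than 1 isoform in the table, the sum over the isoforms changed by less than 2-fold (log2 ratios from -0.62 to 0.33). The log2 ratios of the single isoform lay between -1.86 and -9.02. Where an isoform had no counts in the BCP libraries, its ratio is not a measured change. The isoform at -9.02, on chromosome 16, was such a case and was at least 178-fold lower by the mean of the sham libraries. Sham 1 had no counts of it either, so the groups overlapped, and the filter on low counts left it out of the test. A sum that changes little also follows from the loss of a minor isoform, so it does not show that counts moved. Across the 3 sham libraries the other isoforms of the gene ran against the single isoform in 12 of the 12 cases with a correlation (the weakest at -0.69; two-sided sign test, p = 0.000488), which is consistent with counts that differ between sham libraries by moving between isoforms, either through the assignment of reads or through a change of isoform use, which these counts cannot separate. Between the groups the other isoforms were higher in the BCP libraries in 11 and lower in 2 of the 13 cases. For these 2 the fall of the isoform was not made up by the others. Among the 11, the rise of the others in CPM was smaller than the fall in some cases and larger in the rest. The remaining 1 had a single isoform and was not compared in this way.

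Sham 3 lay apart from the other sham libraries in the interferon response list, with a mean log2 CPM of 3.78 against 5.57 in sham 1 and 5.46 in sham 2. With each library left out, the median log2FC of that list ranged from 1.20 to 1.95. Groups of 3 libraries were not tested for outliers.

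Aqp4, a member of the astrocyte list singled out after its values were seen, had 2415 CPM in BCP 1 against 360.0 and 362 CPM in BCP 2 and BCP 3 and 354 to 379 CPM in the sham libraries. The other libraries lay close together, and no explanation was tested.

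The paper's RT-qPCR samples were another batch of rats, so the values of Table S3 are given here as the paper's. The difference between BCP and sham-operated rats in the paper's log2 expression was 2.60 for Cybb, 6.16 for Cd74 and 1.88 for Trpm2, against 2.33, 6.19 and 1.96 in the libraries. For Ciita it was 5.76, against at least 7.79 in the libraries, a lower bound because no sham library had more than 3 counts. It was 2.58 for NONRATT003582.2, 2.94 for NONRATT007487.2 and 1.97 for NONRATT026544.2, against 2.86, 3.30 and 1.83, and -1.05 for Cdc42ep2, -2.10 for Hspa1b and -2.37 for Tnnc2, against -1.19, -1.19 and -1.30. It was -1.10 for an assembled lncRNA on chromosome 2 (156857842 to 156861509), which had no counts in the BCP libraries, at least 31.0-fold lower, and 0.66 for NONRATT004661.2 against 3.27. It was -0.525 for the assembled lncRNA starting at 45815956 on chromosome 8, which had no counts in the BCP libraries, at least 95.5-fold lower. It was -0.14 for the assembled lncRNA starting at 78174449 on chromosome 2, 0.63 for Anxa3 and 0.65 for NONRATT008764.2, against -5.65, 2.30 and 3.88 in the libraries, and for these 3 targets the paper's values overlapped between groups. The samples of each target in Table S3 were taken in pairs in the order of the table. In the first sheet, the Ct values of all 54 pairs of the 9 targets differed by the same ratio, 1.001, in all 3 repeats of a sample. Its targets were Ciita, Cybb, Cd74, Trpm2, NONRATT003582.2, NONRATT004661.2, NONRATT007487.2, NONRATT026544.2 and Gapdh. For these targets the 6 samples of a group cannot be counted as independent measurements, which limits the comparisons with the libraries given above. Ratios were counted as the same within a tolerance of 0.0001. In the second sheet 2 of 78 pairs had the same ratio in all 3 repeats, between 1.00100 and 1.00109. No explanation was tested.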
